# Annexin A5 Derived from Cell-free Fat Extract Attenuates Osteoarthritis via Macrophage Regulation

**DOI:** 10.7150/ijbs.92802

**Published:** 2024-05-19

**Authors:** Zhuoxuan Jia, Bijun Kang, Yushan Dong, Mingzhe Fan, Wei Li, Wenjie Zhang

**Keywords:** Osteoarthritis, Annexin A5, Macrophage

## Abstract

Osteoarthritis (OA) is a challenging degenerative joint disease to manage. Previous research has indicated that cell-free fat extract (CEFFE) may hold potential for OA treatment. This study investigated the role of Annexin A5 (AnxA5) within CEFFE in regulating macrophage polarization and protecting chondrocytes. *In vitro* experiments demonstrated that AnxA5 effectively inhibited M1 macrophage polarization by facilitating toll-like receptor (TLR) 4 internalization and lysosomal degradation through calcium-dependent endocytosis. This process decreased TLR4 expression, suppressed pro-inflammatory mediator release, and reduced the production of reactive oxygen species. Furthermore, AnxA5 displayed protective effects against chondrocyte necrosis and apoptosis. *In vivo,* studies revealed that intra-articular administration of AnxA5 ameliorated pain symptoms in a monosodium iodoacetate-induced osteoarthritis rat model. Histological analyses indicated a decrease in synovial inflammation and mitigation of cartilage damage following AnxA5 treatment. These results underscored the potential of AnxA5 as a therapeutic option for OA due to its capacity to regulate macrophage polarization and maintain chondrocyte viability. Further investigation into the specific mechanisms and clinical applications of AnxA5 may help improve the management of OA.

## Introduction

Osteoarthritis (OA), one of the most prevalent diseases affecting older people, is characterized by cartilage degeneration, subchondral remodeling, and synovial inflammation 1, 2. The exact pathogenesis of OA remains uncertain. However, mounting evidence supports the involvement of apoptosis in joint cartilage and activation of innate inflammatory pathways, mainly through synovial macrophages 3-6.

Our previous study demonstrated that cell-free fat extract (CEFFE), a cell-free liquid obtained mechanically from adipose tissue, may benefit OA treatment. Similar to the paracrine factors produced by adipose tissue-derived stem cells, CEFFE may help alleviate OA by suppressing synovial inflammation by regulating M1 macrophages 7. However, the complex composition of CEFFE, which includes over 1700 bioactive proteins, hinders its use as a clearly defined pharmaceutical ingredient suitable for large-scale production 8.

To address this challenge, we have shifted our focus toward identifying the essential components of CEFFE, thereby enabling recombinant protein technology to ensure quality and industrial scalability 9, 10. Through *in vitro* screening of macrophage proteins, Annexin A5 (AnxA5) has emerged as a potentially crucial protein. AnxA5, a Ca^2+^-dependent phospholipid-binding protein expressed in various tissues, plays diverse roles in intracellular signal transduction and vesicle transport 11, 12. It has been shown that AnxA5 can self-assemble into two-dimensional arrays on membranes upon Ca^2+^ activation, contributing to membrane repair and potentially reducing chondrocyte damage 13, 14.

This study aims to establish AnxA5 as a core immune-regulatory protein in CEFFE and validate its therapeutic efficacy in early OA by leveraging its cell-protective and macrophage-regulating properties. By elucidating the role of AnxA5 in OA, this study may pave the way for targeted protein therapies for this condition.

## Materials and methods

### Purification and identification of inhibitory factor of macrophage polarization in CEFFE

CEFFE was prepared as described in our previous study 7. In brief, after obtaining approval from the Ethics Committee of the Shanghai Ninth People's Hospital, adipose tissues were collected from the abdominal or thigh adipose tissues of 10 healthy female volunteers aged 22-35, following informed consent. The adipose tissues were washed with physiological saline to remove blood and debris, followed by centrifugation, mechanical emulsification, freezing at -80 °C, and rapid thawing of the middle-fat layer. Subsequent centrifugation yielded four layers after the freeze-thaw cycle. After filtering, the protein concentration in the third liquid layer was determined using a BCA kit (Sigma-Aldrich, USA) to obtain CEFFE.

CEFFE underwent three rounds of fractionation (Figure 1A). Initially, CEFFE was applied to a Q Focurose FF column (Huiyan Biology, China) with 40 mM sodium phosphate buffer, pH 8.0, and proteins were eluted using a gradient of 20%, 50%, and 100% 1 M NaCl and 40 mM sodium phosphate buffer, pH 8.0. Protein concentration was determined using by measuring absorbance at 280 nm. The impact of the fractionated conditioned media on macrophage polarization was accessed by directly adding each fraction to an *in vitro* macrophage polarization model. Specific experimental procedures can be found in our previous study 7. The initial concentration of CEFFE was 5 mg/mL. Following sample collection from each component, volumes were adjusted to match the input volume, and 100 μL/mL from each component was used for cell experiments. In the second round, proteins bound to the Q Focurose FF matrix were eluted with a gradient of 60%, 70%, 80%, 90%, and 100% 1 M NaCl and 40 mM sodium phosphate buffer, pH 8.0, following the same protocol as the first round. For the third round of fractionation, the buffer was switched to 40 mM sodium phosphate buffer, pH 5.0, and proteins bound to the Q Focurose FF matrix were eluted with a gradient of 20%, 50%, and 100% 1 M NaCl. Protein analysis was conducted using Liquid Chromatography Tandem-Mass Spectrometry (LC-MS/MS) after the final round of fractionation.

### Culture of mouse bone marrow-derived macrophages (BMDMs) and Raw264.7 cells

Primary BMDMs were isolated from male C57BL/6 mice (Weitong Lihua Biotechnology, China) aged 4-6 weeks. The mice were euthanized, and femurs and tibia were removed to extract BMDMs. These cells were obtained by flushing the bones with a cold culture medium, passing through a 70-μm cell strainer (Corning, USA), and centrifuging at 1500 rpm for 5 minutes. The isolated cells were cultured in a medium containing 20 ng/mL M-CSF (R&D Systems, USA) for 5 days. Medium replacement occurred on Day 3 and Day 5 before using the cells for experiments. The culture medium consisted of α-Minimum Essential Medium (MEM), 10% fetal bovine serum (FBS, #141c, Gibco) and 1% penicillin-streptomycin-gentamicin solution (Invitrogen, Thermo Fisher Scientific, USA). Mature BMDMs were identified via double-staining with flow cytometry antibodies CD16/32 (#101301, 1:200, BioLegend, USA) and F4/80 (#111602, 1:200, BioLegend, USA), which CD16/32^+^F4/80^+^ subsets exceeded 90% (Supplementary Figure 1A). Mouse macrophage Raw264.7 cells procured from the American Type Culture Collection cell bank (#TIB-71) were cultured in high-glucose Dulbecco's Modified Eagle Medium (DMEM, Invitrogen, Thermo Fisher Scientific, USA).

### In vitro polarization induction of BMDMs and Raw264.7 macrophages

The recombinant protein AnxA5 utilized in this research was obtained from SEME Cell Technology Co., Ltd (China). Raw264.7 cells were seeded at a density of 4 × 10^5^ in 6-well plates, whereas BMDMs were seeded at a density of 1 × 10^5^ in 12-well plates, respectively. After 24 hours of seeding, the culture medium was replaced with different formulations: control group (culture medium alone), lipopolysaccharide (LPS; Sigma-Aldrich, USA) + interferon-γ (IFN-γ; PeproTech, USA) group (culture medium with 1 µg/mL LPS and 30 ng/mL IFN-γ), and AnxA5-treated groups treatments with varying concentrations (0.5 µg/mL, 1 µg/mL, and 2 µg/mL) of AnxA5 along with LPS and IFN-γ for 48 hours (for Raw264.7 cells) and 6 hours (for BMDMs). Macrophage polarization was assessed using flow cytometry and quantitative Real-Time Polymerase Chain Reaction (qRT-PCR).

### Flow cytometry

Harvested cells were incubated with anti-mouse CD86 antibody (#159202, 1:40; BioLegend, USA) for 30 minutes at 4 °C. Data were collected using a BD Bioscience instrument and analyzed with CytExpert software (Beckman Coulter, USA).

### qRT-PCR

The mRNA levels of *Il1b*,* Il6*, Inducible nitric oxide synthase (*Inos*), *Tnfa*, arginase-1 (*Arg*) and *Tgfb* were quantified using the Total RNA Extraction Reagent (EZBioscience, USA). Initially, the reverse transcription master mix (EZBioscience, USA) was used to reverse-transcribe 1 μg of total RNA into cDNA. Subsequently, qRT-PCR was performed with the ROX2 plus master mix (EZBioscience, USA), with each sample replicated at least three times. The fold changes relative to *Gapdh* mRNA levels were calculated using the 2^-ΔΔCt^ method. The sequences of primers utilized in qRT-PCR are listed in Supplementary Table 1.

### Reactive oxygen species (ROS) measurement

ROS levels were accessed using the ROS assay kit (Beyotime, China) following the manufacturer's guidelines. Initially, cells were treated with 2,7-dichlorodihydrofluorescein diacetate (DCFH-DA) for 20 minutes at 37°C. Following three washes, cells were observed using a fluorescence microscope (Olympus Corporation, Japan). Subsequently, cells were detached and re-suspended for flow cytometry analysis (Beckman-Coulter, USA).

### Measurement of IFN-β concentration

BMDMs were treated as previously described, and the concentration of IFN-β in culture supernatants was measured with an enzyme-linked immunosorbent assay kit (#YZ-21263, Shanghai Yanzun Biotechnology, China).

### RNA sequencing (RNA-seq) for BMDMs

RNA-seq was conducted on three groups of BMDMs: Control, LPS+IFN-γ stimulated group (Model), and LPS+IFN-γ stimulated with AnxA5 treatment group (M+AnxA5) (Figure 3A). Total RNA was extracted and analyzed for fragments per kilobase per million mapped bases value by YOBIBIO (Shanghai, China). Differentially expressed genes (DEGs) were identified based on fold changes > 1.2 and adjusted *p <*0.05. Pathway analyses were conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Set Enrichment Analysis (GSEA) using the R software. The raw data has been deposited in the GEO database (GSE254402).

### Western blotting

Cellular proteins were isolated using RIPA supplemented with protease and phosphatase inhibitors (Beyotime, China). Subsequently, the proteins underwent separation via sodium dodecyl sulfate-polyacrylamide gel electrophoresis and were then transferred onto polyvinylidene fluoride membranes (Millipore, USA). Following incubation with primary and secondary antibodies conjugated with HRP (Abcam, UK), enhanced chemiluminescence (Pierce, USA) was used to visualize the membranes. The primary antibodies (Cell Signaling Technology, USA) used were anti-IκBα (#4812, 1:1000), anti-p-IκBα (#9246, 1:1000), anti-p65 (#8242, 1:1000), anti-p-p65 (#3033, 1:1000), anti-TLR4 (#14358, 1:5000) and anti-β-actin (#4967, 1:10000).

### AnxA5-FITC labeling

The Fluorescent Protein Labeling Kit (A10235, Invitrogen, Thermo Fisher Scientific, USA) was used to label FITC. Initially, the protein solution was combined with the reactive dye and agitated for 1 hour at room temperature. A 500 µL of 0.2 M, pH 9.4 bicarbonate buffer was passed through the column for buffer exchange. The protein mixture was then introduced into the prepared column for retrieval. The labeling efficiency was measured to be approximately 5.2, which was deemed satisfactory.

### AnxA5-FITC staining for BMDMs

To investigate the specific mechanism of AnxA5 inhibition on macrophage polarization towards the M1 phenotype, we utilized AnxA5-FITC to track AnxA5 locations during macrophage polarization. BMDMs were cultured with or without inflammatory factors (LPS+IFN-γ) and then treated with AnxA5-FITC for varying duration (10 minutes, 60 minutes, and 360 minutes). Following treatment, cells were fixed using 4% paraformaldehyde and observed with a fluorescence microscope (Leica SP8, Germany) and a Confocal microscope (Olympus IX73, Japan). These experiments were also conducted without calcium ions to assess their impact.

### LPS-FITC staining for BMDMs

To investigate the binding of LPS to macrophages following AnxA5 treatment, we cultured BMDMs in a standard growth medium containing inflammatory factors. They were then co-incubated with both inflammatory factors and AnxA5 for a duration of 6 hours. Subsequently, the cells were incubated with LPS-FITC (Sigma, USA) for 30 minutes, followed by DAPI staining (Southern Biotech, USA). The staining was observed with a fluorescence microscope (Leica SP8, Germany), and analysis was carried out utilizing flow cytometry (BD Bioscience, USA).

### Immunofluorescence staining

To investigate changes in cell surface TLR4 in macrophages before and after AnxA5 treatment with inflammatory factors, Raw264.7 cells were co-incubated with AnxA5-FITC and inflammatory factors. Furthermore, immunofluorescence staining of TGN46 or LAMP1 and TLR4 was conducted to access the dynamics of TLR4 transport in Raw264.7 cells. Following fixation and permeabilization, cells were stained with primary antibodies, including anti-TLR4 (#66350-1-Ig, 1:200, Proteintech, China), anti-TGN46 (#66477-1-Ig, 1:200, Proteintech, China) and anti-LAMP1 (#67300-1-Ig, 1:200, Proteintech, China) overnight at 4°C. Subsequently, a secondary antibody (1:200, Proteintech, China) was applied for 2 hours at room temperature. The staining was visualized using a Thunder imaging system (Leica, Germany).

### Dot-immunoblot studies

We conducted experiments using a dot-immunoblot method to investigate the direct interaction between AnxA5 and LPS or TLR4, following established protocols 15. The PVDF membrane was cut to an appropriate size, activated with methanol for 1 minute, immersed in ddH_2_O, and washed on a shaker for 15 minutes. Subsequently, the membrane was air-dried at room temperature until the water film disappeared. Experimental groups included the Blank group (PBS, 10 μL), negative control group (BSA, 2 μg/10 μL), positive control group (AnxA5, 2 μg/10 μL), and various concentrations of LPS groups (1 μg, 2 μg, 4 μg in 10 μL PBS). Each group of samples was added to the PVDF membrane and allowed to dry completely. The membrane was blocked with TBST containing 5% milk to prevent nonspecific binding, followed by incubation at 37°C for 2 hours. After washing the PVDF membrane 5 times with TBST, each time for 5 minutes, the membrane was incubated with AnxA5 (2 μg/mL) overnight at 4°C and rewashed. Subsequent steps were conducted as Western blot with the primary anti-AnxA5 antibody (#11060-1-AP, 1:5000, Proteintech, China). The experiment involving TLR4 followed a similar protocol, with TLR4 protein (Thermo Fisher Scientific, USA) at concentrations of 1 μg, 2 μg, and 4 μg in 10 μL PBS.

### Animal study

Male Sprague-Dawley (SD) rats (7-8 weeks; 332.67 ± 5.02 g) were procured from Vital River Laboratory Animal Technology Co., Ltd (SYXK-2022-0020). All rats had no restrictions on food or water access (temperature: 20-25°C, humidity: 40-70%, light: 12 hours/day). The Animal Care and Experiment Committee of Shanghai Ninth People's Hospital approved the experiments. The rats were randomly divided into four groups (n = 6 per group): control, model, AnxA5^lowdose^, and AnxA5^highdose^. The control group remained untreated from Day -7 to Day 0. Rats in other groups were induced with OA by intra-articular administration of 50 µL monosodium iodoacetate (MIA, Sigma, USA) solution at a concentration of 40 mg/mL. Subsequently, the rats received four intra-articularly injected of either saline, AnxA5^lowdose^ (1 mg/mL) or AnxA5^highdose^ (3 mg/mL), each administered in a volume of 50 µL. Pressure pain tests were conducted on Days 7, 21, 35, and 49, and all surviving animals were euthanized on Day 54.

### Visual gait analysis

Gait analysis was conducted using a VisuGait system (Xinruan XR-FP101, Shanghai) 16, 17. Rats' movements were recorded by video cameras positioned below the animals at 120 frames per second while traversing an illuminated glass platform enclosed by dark plastic walls. The analysis did not include trials in which the rats exhibited uneven pacing or changed direction. Footprints were categorized and measured by trained technical personnel unaware of the rat treatments, utilizing the VisuGait analysis software (Version 2.0).

### Histological analyses

The left knee joint of rats was fixed in 4% paraformaldehyde at 4°C for 24 hours and decalcified in 10% EDTA for 4 weeks. Sagittal sections (5 µm) were obtained after paraffin embedding. Hematoxylin-eosin (HE) and Safranin O-fast green (S&F) staining were used to observe structure. The Osteoarthritis Research Society International (OARSI) evaluated the S&F structural scoring based on joint pathology scoring standards 18. The HE structural score was assigned on a scale of 1 to 4 (1 = slight; 2 = mild; 3 = moderate; 4 = severe) by randomly selecting visual fields. Glycosaminoglycan (GAG) was observed by staining sections with toluidine blue (Solarbio, China).

Sections were subjected to antigen retrieval using the citric acid buffer (pH = 6.0, Beyotime, China), followed by permeabilization with 0.2% Triton (Triton X-100, Solarbio, China) and blocking of peroxidase with 3% H_2_O_2_. Following blocking with goat serum (Solarbio, China), tissue sections were incubated with antibodies targeting CD86 (#sc-28347, 1:100, Santa Cruz, USA) and CD206 (#24595, 1:200, Cell Signaling Technology, USA) overnight. Subsequently, sections were incubated with HRP-labeled secondary antibody (Beyotime, China) for 30 minutes at 37°C. Visualization was then done using 3, 3'-Diaminobenzidine (DAB Substrate Kit, Burlingame, USA), followed by counterstaining with hematoxylin. Each section was imaged in three randomly using light microscopy (Nikon Eclipse 90i, Japan). The number of CD86^+^ and CD206^+^ cells was analyzed with Image-Pro Plus (Rockville, USA).

### Isolation and culture of mouse primary chondrocyte

Primary chondrocytes were obtained and confirmed as described previously 7. Chondrocytes were cultured in F-12/DMEM (Invitrogen, Thermo Fisher Scientific, USA) and subjected to an inflammatory environment by adding 10 nM IL-1 and 10 nM TNF-α (PeproTech, USA).

### Chondrocyte YO-PRO-1 staining

The YO-PRO-1 probe (Beyotime, China) was utilized to evaluate apoptosis and necrosis in chondrocytes. In summary, chondrocytes were immersed in Yo-PRO-1 detection working solution and incubated at 37°C for 20 minutes. Subsequently, the cells were examined using flow cytometry (EX/Em = 491/509 nm).

### Terminal deoxynucleotidyl transferase-mediated dUTP Nick-End Labeling (TUNEL) assay

Chondrocytes were first fixed with 4% paraformaldehyde and then permeabilized with 0.3% Triton X-100. Subsequently, the cells were incubated with the TUNEL detection solution (Beyotime, China) at 37°C for 60 minutes, and the nuclei were counterstained with DAPI (Southern Biotech, USA).

### Calcein-acetoxymethyl (AM)/Propidium Iodide (PI) assay

The Calcein-AM/PI assay was conducted to evaluate chondrocyte viability and identify cell death using the Calcein AM/PI Cell Viability assay kit (Beyotime, China). Briefly, chondrocytes were exposed to the Calcein AM/PI detection solution and observed with the fluorescence microscope (Leica SP8, Germany). Image-Pro Plus was used to analyze the average fluorescence intensity in five fields.

### Statistical analysis

Two groups were compared using paired or unpaired Student's t-tests (parametric or non-parametric tests). One-way analysis of variance (ANOVA, a parametric test) was utilized for three or more groups with parametric data. In contrast, non-parametric data (OARSI and synovium scores) were analyzed using the Kruskal-Wallis test. As shown in Figure 1, Dunnett's test was conducted for post hoc comparisons, with the LPS+IFN-γ group set as the control group. In other experiments, Tukey's test was employed for post hoc comparisons. All graphs were generated using Prism 9 (GraphPad Software, USA). The results are presented as the mean ± standard deviation (SD), with *p<*0.033 considered statistically significant (^*^p<0.033, ^**^p<0.002, ^***^p<0.001) and ns indicating no significance. The statistical differences between the control and model groups, as well as between the model group and each treatment group, were labeled in the figures. Treatment groups without significant statistical differences were not labeled on the figures.

## Results

### AnxA5 as a potential regulator of macrophage polarization in CEFFE

CEFFE inhibited the M1 polarization of Raw264.7 cells induced by LPS and IFN-γ *in vitro*, although the specific mechanism remains unclear. CEFFE consists of over 1700 soluble proteins, suggesting the involvement of one or more soluble inhibitory factors in the observed phenotype changes. To identify these proteins that regulate macrophage polarization, we purified the proteins using three-step anion exchange and cation exchange liquid chromatography. The expression of M1 representative genes *Il1b* and *Inos* in Raw264.7 cells were detected using qRT-PCR after stimulation with LPS and IFN-γ (Figure 1A). Following the third round of purification, the 3-1-3 fraction demonstrated a strong inhibitory effect on inflammatory factors in M1 macrophages (Figure 1B, C, and D). Proteins in the 3-1-3 fraction were identified using LC-MS/MS, and AnxA5 was identified among the analyzed proteins (Table 1). Recent studies have suggested that AnxA5 positively affects inflammatory diseases such as inflammatory bowel disease and non-alcoholic liver fibrosis and may regulate macrophage polarization.

### AnxA5 mainly regulates the polarization of the macrophage M1 phenotype

To assess the impact of AnxA5 on macrophage polarization, Raw264.7 cells and BMDMs were treated with LPS and IFN-γ along with 0.5 µg/mL, 1 µg/mL, and 2 µg/mL of AnxA5. Analysis through qRT-PCR revealed that the expression of pro-inflammatory cytokines, including *Il1b, Il6, Inos,* and* Tnfa,* was significantly higher in the LPS+IFN-γ group than in the control group (Figure 2A, B). However, this expression dose-dependently decreased with AnxA5 co-incubation. Conversely, there was an increase in the expression of anti-inflammatory cytokines, including *Arg* and *Tgfb,* in the LPS+IFN-γ+AnxA5 group (Figure 2A, B). Flow cytometry results were consistent with the qRT-PCR results, showing that LPS+IFN-γ significantly induced M0 macrophages to polarize towards the M1 phenotype (CD86^+^, pro-inflammatory cells), with a substantial increase in percentage from 2.53 ± 0.26% to 60.33 ± 1.12% in Raw264.7 and from 1.36 ± 0.63% to 23.69 ± 0.38% in BMDMs (Figure 2C-F). However, a decrease in the proportion of M1 macrophages was noted in Raw264.7 cells from 60.33 ± 1.12% to 48.50 ± 8.45%, 39.00 ± 8.64%, and 31.70 ± 7.12%, and in BMDMs from 23.69 ± 0.38% to 20.01 ±1.27%, 17.04 ± 0.66%, and 10.56 ± 0.44% with increasing concentrations of AnxA5 (0.5, 1 and 2 µg/mL), indicating a dose-dependent relationship between AnxA5 concentration and macrophage phenotype reduction (Figure 2C-F). A decrease in intracellular ROS levels in Raw264.7 cells and BMDMs after co-incubation with AnxA5 was observed using fluorescence microscopy and flow cytometry (Figure 2G-L). Additionally, AnxA5 was found to lower the concentration of IFN-β in the cell supernatant (Figure 2M). These findings indicated that AnxA5 regulated macrophage polarization by inhibiting M1 macrophage development.

### AnxA5 inhibits M1 polarization by suppressing toll-like receptor (TLR) signaling

Differential gene expression analysis identified 8,911 DEGs between the Control and Model groups and 671 DEGs between the Model and M+AnxA5 groups, with 525 shared between them (Figure 3B). 

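The RNA-seq experiment used bone marrow-derived macrophages (BMDMs), which are grown from mouse bone marrow with the growth factor M-CSF, in 3 groups of 3 libraries each. The Control group received medium. The Model group received 1 µg/mL LPS, a bacterial ligand of TLR4, and 30 ng/mL IFN-γ, a lymphocyte cytokine. The M+AnxA5 group received the same stimuli with AnxA5 at 2 µg/mL, the dose drawn in Figure 3A. All groups were treated for 6 hours. The libraries were made from poly(A) RNA with a strand-marking protocol and sequenced from both ends. The authors deposited FPKM values (fragments scaled to transcript length and to the mapped fragments of the library) for 55335 genes. The smallest steps between low values give an estimated depth of 27.2M to 29.9M fragments per Control library (median 28.8M), 27.2M to 32.1M per Model library (median 29.9M) and 25.9M to 36.1M per M+AnxA5 library (median 32.8M), where M stands for mega. At these depths 1 fragment on a transcript of 1 kb is worth between 0.0277 and 0.0386 FPKM. Whole fragments could not be recovered, since at most 28.9% of the low values lay within 3% of a step. Between 11348 and 11476 genes reached 1 FPKM in each Control library, 9970.0 to 10021 in each Model library and 9969 to 10172 in each M+AnxA5 library. The genes Gm23935 and AY036118, which hold ribosomal fragments, took 2.85%, 7.47% and 1.51% of the summed FPKM in Control replicates 1 to 3, 0.69%, 3.16% and 0.63% in the Model replicates and 0.53%, 3.59% and 1.19% in the M+AnxA5 replicates, so that the library numbered 2 was the highest in each group. Correlations of log2 values within a group lay between 0.985 and 0.992, and no pair of libraries held identical values. The 11657 genes with at least 1 FPKM in at least 3 of the 9 libraries were tested on the log2(FPKM + 1) scale with limma, with all 9 libraries in 1 fit and Benjamini-Hochberg adjustment. This scale understates the change of genes with low values. As in the paper's methods, a DEG had a fold change over 1.2 and an adjusted p under 0.05. Nothing in the paper or the sample labels says whether the replicates came from separate cultures or animals, so the p-values measure only the spread between these libraries, which may be technical.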

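LPS and IFN-γ changed most of the transcriptome. Acod1, which makes the antimicrobial metabolite itaconate, was at 0.562, 0.334 and 0.640 FPKM in the Control libraries and 2416, 2386 and 2370.4 in the Model libraries, and Cxcl9, a chemokine induced by IFN-γ, was at 0.0369 ± 0.0537 in the Control group and 1367 ± 27.8 in the Model group (SD, n = 3 in each). Their log2 fold changes were 10.63 (standard error 0.07, adjusted p = 8.19e-13 from limma) and 10.37 (standard error 0.05, adjusted p = 8.70e-14 from limma). Nos2, the inducible nitric oxide synthase, was listed at 0 in all 3 Control libraries and at 1770.5, 1728 and 1973 FPKM in the Model libraries. Among the genes that fell were Emp1, a tetraspan membrane protein (log2 fold change -4.93), Dab2, an endocytic adaptor (-4.33), and Gas6, which bridges phosphatidylserine to receptors for dying cells (-4.21). All 35 target genes of IFN-γ rose (35 when adjusted over the list alone, camera adjusted p = 2.53e-35, and 0.00473 with an estimated correlation). Of 19 genes of glycolysis 17 rose and 1 fell (the same 17 and 1 when adjusted over the list alone, camera adjusted p = 4.82e-13, and 0.0201 with an estimated correlation). Of 39 cell cycle genes 36 fell and 1 rose (36 and 1 when adjusted over the list alone, camera adjusted p = 1.84e-05, and adjusted p = 0.098 with an estimated correlation). Of 46 genes of ribosomal proteins 44 fell (44 when adjusted over the list alone, camera adjusted p = 8.47e-06, and adjusted p = 0.125 with an estimated correlation). Over all genes, 8949 were DEGs between Control and Model, 1925 higher and 7024 lower in the Model group, and the median log2 fold change was -0.45. Relative to other scalings this split moved: 67.8% of the DEGs were lower with upper-quartile scaling (2524 higher, 5325 lower, median -0.24) and 58.8% with quantile normalization (2946 higher, 4209 lower, median -0.10), against 78.5% as deposited.
AnxA5 changed far fewer genes, 227 of which were higher and 95 lower than in the Model group, 322 in all, and 8 of them changed over 2-fold. Lhfpl2 (ENSMUSG00000045312, chromosome 13 from 94057796 to 94195409 of GRCm38), a tetraspan membrane protein, was at 6.10 ± 0.0761 FPKM (SD, n = 3) in the Model group and 15.8 ± 1.17 (n = 3) in the M+AnxA5 group (log2 fold change 1.24, standard error 0.10, adjusted p = 0.00164 from limma). Pmp22, another tetraspan protein, rose by 0.94 on the log2 scale, and Fabp3 and Fabp5, carriers of fatty acids inside the cell, by 0.95 and 0.86. Plau, the urokinase plasminogen activator, rose from 13.5 ± 1.47 to 24.7 ± 2.42 FPKM. Clec4a2, a C-type lectin receptor of myeloid cells, fell from 26.3 ± 2.54 to 15.1 ± 1.12 FPKM (log2 fold change -0.76, adjusted p = 0.00296 from limma). Of the 322 DEGs, 285 were also DEGs between Control and Model and 37 were not. They moved in opposite directions in 191 cases, 142 lower in the Model group and higher with AnxA5 (136.8 for independent lists) and 49 the other way round (15.7 for independent lists). The other 94 moved the same way, 65 up in both comparisons (37.5 for independent lists) and 29 down in both (57.2 for independent lists). Lhfpl2, Pmp22, Fabp5 and Plau were in the first of these groups, and Fabp3 was higher in both comparisons. Both comparisons use the same Model libraries, and part of the excess of opposite directions may come from these shared libraries. In 100 simulations of unchanged groups 0.02 genes were shared on average (range 0 to 1). Hardly any gene is called in such groups, so this count is no chance value for the 285. With 8949 of 11657 genes called between Control and Model, most of the overlap arises for independent lists too, as their counts above show. Across all genes tested, the covariance of the 2 sets of log2 fold changes was -0.0176, against a mean of -0.0103 in the simulations, a difference of -0.0073. Opposite signs were fewer than in the simulations (47.4% of genes, against a mean of 66.6% and a range of 65.4% to 68.1%). The correlation was -0.089, against a mean of -0.5. The simulated groups held no change from Control to Model, so these 2 measures do not decide on a reversal. The number of DEGs between the Model and M+AnxA5 groups depended on the filter and on single libraries. With the replicate number as a block in the fit it fell to 185 (160 shared), although no source says that equal numbers pair the libraries. It was 167 with no filter on low values (144 shared), 140.0 without Model replicate 2, 187 without Model replicate 3, 160.0 without M+AnxA5 replicate 2 and 121 without M+AnxA5 replicate 3, with 121, 162, 142 and 105 shared DEGs in the same order, and 11 (all of them shared) without the 3 libraries numbered 2, an alternative chosen after seeing the data.

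**Figure D1:**
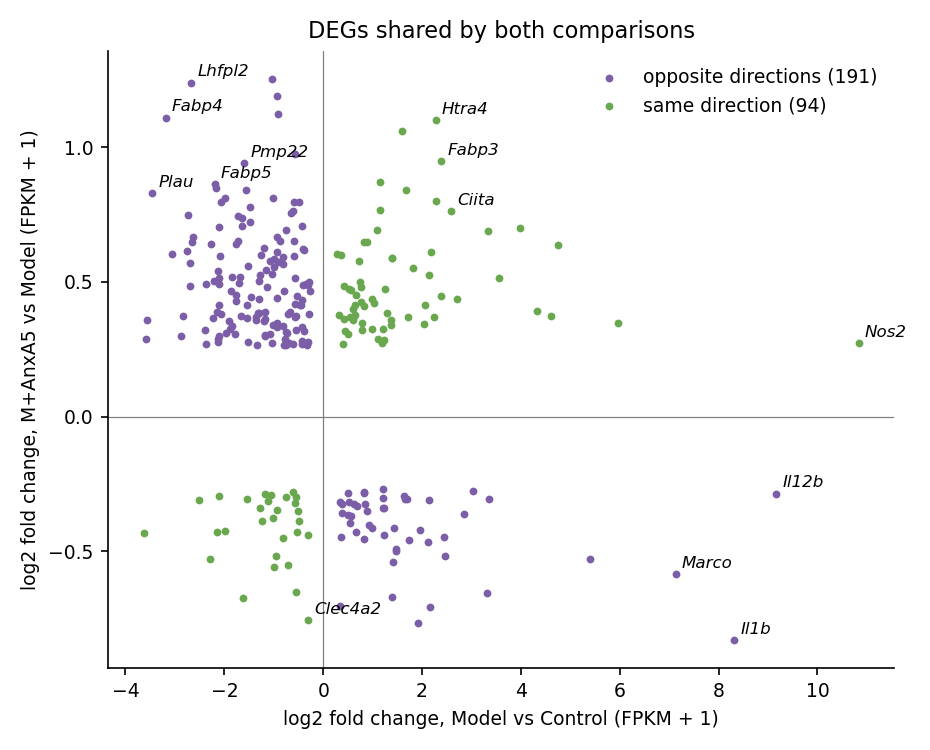
Log2 fold change from Control to Model (horizontal axis) and from Model to M+AnxA5 (vertical axis) of the 285 shared DEGs, each point 1 gene, on the log2(FPKM + 1) scale, where purple points are the 191 genes with opposite directions and green points the 94 with the same direction. Most points lie on the left, where 142 genes were lower in the Model group and higher with AnxA5.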

Pathway enrichment analysis indicated a significant enrichment of shared DEGs related to inflammation-related diseases such as rheumatoid arthritis and inflammatory bowel disease (Figure 3C). 

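Of 60 tested genes of a rheumatoid arthritis list, 8 were higher and 2 lower in the M+AnxA5 group than in the Model group (13 and 7 when adjusted over the list alone). The 2 lower genes were Itgal, the α chain of the leukocyte integrin LFA-1 (189.5 ± 3.85 to 154 ± 4.14 FPKM, SD, n = 3 in each group; log2 fold change -0.30, adjusted p = 0.00840 from limma), and Il1b. The 8 higher genes do not encode inflammatory mediators. They were Ctsk, which encodes cathepsin K, a collagen-degrading protease of osteoclasts and macrophages (7.81 ± 0.216 to 11.7 ± 0.431 FPKM; log2 fold change 0.52, standard error 0.06, adjusted p = 0.00361 from limma), and 7 subunits of the vacuolar proton pump that acidifies lysosomes, among them Atp6v0d1 (log2 fold change 0.32, adjusted p = 0.00273 from limma) and Atp6v1g1 (0.28, which fell below the fold threshold without Model replicate 2). As a set the list was higher with AnxA5 (camera adjusted p = 9.76e-04, and adjusted p = 0.101 with an estimated correlation), and it was higher in the Model than in the Control group, with 32 genes up and 19 down (32 and 19 when adjusted over the list alone, camera adjusted p = 9.32e-07, and 0.00621 with an estimated correlation).
Of 41 genes of an inflammatory bowel disease list, 2 were higher and 3 lower with AnxA5 (5 and 6 when adjusted over the list alone), and the set as a whole did not pass (camera adjusted p = 0.989, and 0.997 with an estimated correlation). The lower genes were Il1b, Il12b and Il23r, a subunit of the receptor of IL-23. Il23r was listed at 0 in the Control libraries and was at 2.16 ± 0.0456 FPKM in the Model group and 1.56 ± 0.0396 in the M+AnxA5 group. The higher genes were the subunits of the IL-12 receptor, Il12rb1 (12.8 ± 2.04 to 18.7 ± 2.22 FPKM, adjusted p = 0.0455 from limma) and Il12rb2 (log2 fold change 0.33, adjusted p = 0.0455 from limma), the last of which was named after its values were seen. Without single libraries the limma adjusted p of Il23r reached 0.0503 to 0.0717 (Model replicate 2 and each M+AnxA5 replicate) and 0.0786 with a pseudocount of 0.1, that of Il12rb1 0.0619 to 0.158 (any but Model replicate 1 and M+AnxA5 replicate 1), and that of Il12rb2 0.0563 to 0.158 (8 of the 9 libraries). With a pseudocount of 0.1 and with no filter on low values all 3 calls ended (0.0661 for Il23r and 0.131 for Il12rb1 with no filter), and with TPM, quantile normalization or 6 libraries in the fit those of Il12rb1 and Il12rb2 did. With the replicate number as a block the calls of Il23r (limma adjusted p = 0.0584), Il12rb1 (0.116) and Il12rb2 (0.1) ended too. Against Control, 28 genes of the list rose and 10 fell in the Model group (28 and 10 when adjusted over the list alone, camera adjusted p = 1.26e-10, and 0.0156 with an estimated correlation).
Among the shared DEGs, over-representation had the lowest p for the lists of cholesterol synthesis and the lysosome. All 9 shared DEGs of cholesterol synthesis were higher with AnxA5, among them Idi1, the isopentenyl diphosphate isomerase (ENSMUSG00000058258, chromosome 13 from 8885501 to 8892451 of GRCm38), at 28.1 ± 0.931 FPKM in the Control group, 3.50 ± 0.412 in the Model group and 5.66 ± 0.0988 in the M+AnxA5 group (log2 fold change 0.57 with AnxA5, standard error 0.07, adjusted p = 0.00460 from limma). Msmo1, a sterol methyl oxidase, rose by 0.64 on the log2 scale. Of the 24 tested genes of this list all 24 fell in the Model group (24 when adjusted over the list alone, camera adjusted p = 1.84e-05, and adjusted p = 0.0892 with an estimated correlation), and 9 rose with AnxA5 (13 when adjusted over the list alone, camera adjusted p = 5.21e-14, and adjusted p = 0.101 with an estimated correlation). Of 70 lysosome genes, 11 rose and 1 fell with AnxA5 (12 and 1 when adjusted over the list alone, camera adjusted p = 8.66e-11, and adjusted p = 0.191 with an estimated correlation), while 9 rose and 49 fell in the Model group (9 and 49 when adjusted over the list alone, camera adjusted p = 0.0847, and 0.598 with an estimated correlation). Other tests called that fall, preranked GSEA (adjusted p = 8.51e-05 by permutation) and fry (adjusted p = 1.55e-07), as did camera under quantile normalization (adjusted p = 3.86e-05), with no filter on low values (4.81e-05) and over genes with a mean of at least 5 FPKM (0.0304). The test fry compares the list with no other genes, and the median log2 fold change over all genes was itself -0.446. Hgsnat, an enzyme of heparan sulfate breakdown, rose by 0.78 on the log2 scale from 23.5 ± 1.04 FPKM in the Model group (adjusted p = 0.00130 from limma), and Ctsc, cathepsin C, fell from 659.6 ± 7.69 to 534 ± 5.19 (adjusted p = 0.0124 from limma, and 0.0534 to 0.0586 without Model replicate 2, Model replicate 3, M+AnxA5 replicate 2 or M+AnxA5 replicate 3). One-sided Fisher's exact tests of each list among the 285 shared DEGs, against all genes tested, with Benjamini-Hochberg adjustment over the lists, found 9 cholesterol synthesis genes (0.59 expected by chance, adjusted p = 1.07e-07), 11 lysosome genes (1.71 expected, adjusted p = 1.90e-05), 9 rheumatoid arthritis genes (1.47 expected, adjusted p = 1.86e-04) and 5 inflammatory bowel disease genes (1.00 expected, adjusted p = 0.018). All 5 of the last list lost their calls with AnxA5 with a pseudocount of 0.1, and the Fisher tests were not repeated under other settings. Fisher's exact test takes genes as independent, which genes of a pathway need not be, so its p-values may be too small. With an estimated correlation, camera called none of the 41 lists with AnxA5. Also over-represented were cytokines and their receptors (7 genes, 1.47 expected, Fisher's exact adjusted p = 0.00633), osteoclast markers (3 genes, 0.27 expected, adjusted p = 0.0169), M1 markers (4 genes, 0.61 expected, adjusted p = 0.018) and NF-κB targets (4 genes, 0.73 expected, adjusted p = 0.0298), the last 2 of which share Il1b, Il12b and Nos2, while the TLR pathway was not (4 genes, 1.88 expected, adjusted p = 0.348). Other lists overlap too, so they are not separate findings. Ctsk, Atp6v0a1, Atp6v0d1, Atp6v0d2 and Atp6v1a count for both the lysosome and the rheumatoid arthritis list. Il1b, Il12b, Il12rb1 and Il12rb2 count for both the inflammatory bowel disease and the cytokine list. The lists were written from general knowledge and are not the members of the KEGG pathways in the paper's analysis.

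**Figure D2:**
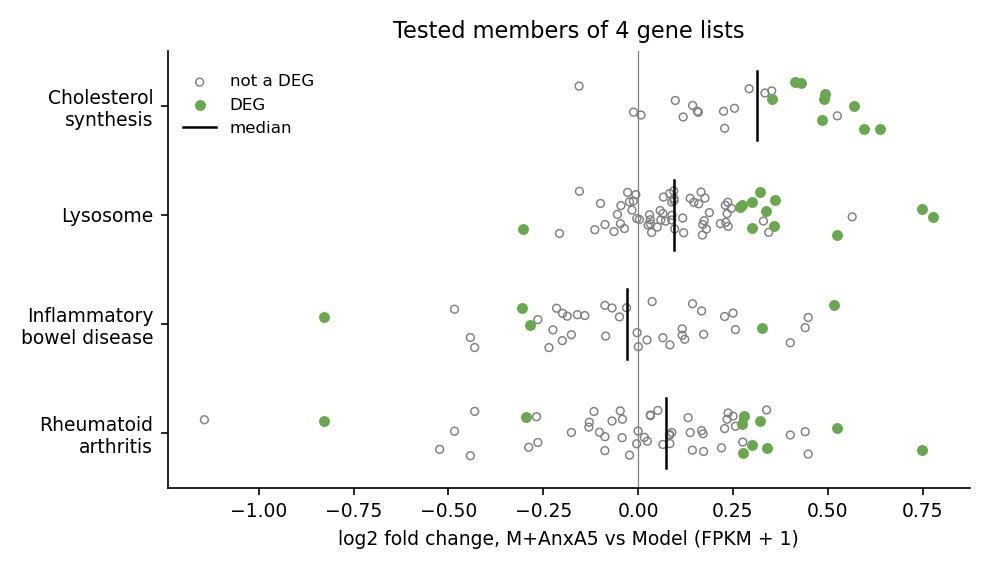
Log2 fold change from Model to M+AnxA5 of each tested gene of 4 lists (rheumatoid arthritis, 60 genes; inflammatory bowel disease, 41; lysosome, 70.0; cholesterol synthesis, 24), on the log2(FPKM + 1) scale, where filled points are DEGs and each line is the median of its list. The medians are 0.074, -0.030, 0.095 and 0.31.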

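Il12b, Il1b, Cxcl10 and Cd40 of the TLR pathway rose in the Model group. Il12b, the p40 subunit of IL-12 and IL-23 (ENSMUSG00000004296, chromosome 11 from 44400063 to 44414033 of GRCm38), was at 0.0765 ± 0.0464 FPKM (SD, n = 3) in the Control group and 613 ± 10.3 (n = 3) in the Model group, and Il1b, which encodes the cytokine IL-1β (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139), was at 0.514 ± 0.211 and 480.3 ± 71.4. Cxcl10, a chemokine for T cells, and Cd40, a co-stimulatory receptor, rose by 8.48 and 6.55 on the log2 scale. With AnxA5, Il12b was at 503 ± 15.3 FPKM (log2 fold change -0.29 against the Model group, standard error 0.04, adjusted p = 0.0109 from limma) and Il1b at 271 ± 53.4 (-0.83, standard error 0.16, adjusted p = 0.0313 from limma). Tlr8, an endosomal receptor for single-stranded RNA (ENSMUSG00000040522, chromosome X from 167242696 to 167264329), fell from 37.6 ± 0.752 to 27.7 ± 1.09 FPKM (log2 fold change -0.43, standard error 0.06, adjusted p = 0.0103 from limma).
Of the 77 tested genes of a TLR pathway list of 86 genes, 38 rose and 25 fell in the Model group (38 and 25 when adjusted over the list alone), with a median log2 fold change of 0.34. With AnxA5, 3 genes fell, Tlr8, Il1b and Il12b, and 2 rose, Ctsk and Traf3 (3 and 2 when adjusted over the list alone), while 54 of the 77 log2 fold changes were below 0, with a median of -0.086. The median over all genes tested was itself below 0, at -0.018. Neither of the genes that rose encodes an inflammatory mediator: Traf3 is an adaptor of the TRIF branch (3.53 ± 0.103 to 4.87 ± 0.678 FPKM, adjusted p = 0.0489 from limma), and Ctsk a protease. The set test camera gave an adjusted p of 6.02e-09 for the rise in the Model group (0.00473 with an estimated correlation) and 0.0223 for the lower values with AnxA5 (adjusted p = 0.145 with an estimated correlation). The test fry, which asks whether the genes of a set move on balance one way and compares them with no other genes, gave 2.26e-10 and 0.00802. In a preranked GSEA with fgsea the enrichment score was 0.731 in Model against Control (p = 3.1e-12 by permutation) and -0.412 in M+AnxA5 against Model (p = 0.00414 by permutation). Only 5 of the 77 genes were thus DEGs with AnxA5, and 72 were not.
Single libraries and settings decided several of these results. The camera adjusted p with AnxA5 was 0.109 without Model replicate 1 and 0.0608 without M+AnxA5 replicate 1, and it also passed 0.05 with a pseudocount of 0.1 (0.0544) and over genes with a mean of at least 5 FPKM (0.116). The limma adjusted p of Il1b was 0.0563 without Control replicate 3, 0.119 without Model replicate 2, 0.107 without Model replicate 3, 0.115 without M+AnxA5 replicate 2 and 0.124 without M+AnxA5 replicate 3, and its call was also lost with pseudocounts of 0.1 (0.148) and 0.5 (0.0579), with no filter (0.109), with TPM (0.0861) and with 6 libraries in the fit (0.0559). That of Il12b was 0.052 without Model replicate 2, 0.0503 without Model replicate 3 and 0.0585 without M+AnxA5 replicate 3, 0.381 with a pseudocount of 0.1 and 0.093 with TPM, and its fold change fell below the threshold under quantile normalization. That of Tlr8 was 0.0547 without M+AnxA5 replicate 3, and that of Traf3 was 0.0632 to 0.163 without any library other than M+AnxA5 replicate 1 and 0.0502 to 0.123 with either other pseudocount, no filter, TPM, upper-quartile scaling, quantile normalization or 6 libraries in the fit. With the replicate number as a block the calls of Il1b (0.0848) and Traf3 (0.0875) ended too.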

GSEA revealed significant activation of the TLR signaling pathway in the Model group, which was notably suppressed by AnxA5 treatment (Figure 3D, E). 

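Tlr4, the LPS receptor (ENSMUSG00000039005, chromosome 4 from 66827584 to 66930284 of GRCm38), had low values that differed widely between replicates. It was at 3.43, 16.1 and 2.85 FPKM in the Control libraries, 5.61, 6.54 and 1.02 in the Model libraries and 1.44, 1.42 and 5.94 in the M+AnxA5 libraries, numbered 1 to 3. Its log2 fold change with AnxA5 was -0.43 (standard error 0.71, 95% confidence interval -2.05 to 1.19, adjusted p = 0.822 from limma), which is within the spread between replicates. Myd88, the adaptor of most TLRs (ENSMUSG00000032508, chromosome 9 from 119335934 to 119341411), was at 22.7 ± 0.858 FPKM (SD, n = 3) in the Control group, 60.2 ± 2.28 in the Model group and 54.7 ± 2.13 in the M+AnxA5 group. It rose in the Model group (log2 fold change 1.37, adjusted p = 1.29e-08 from limma), and every M+AnxA5 library was below every Model library, but the difference with AnxA5 did not pass (log2 fold change -0.14, standard error 0.05, adjusted p = 0.187 from limma; 10% of such comparisons of 3 with 3 separate by chance).
Ccl5, a chemokine for T cells and monocytes (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518), was at 1.48 ± 0.660 FPKM in the Control group, 3125 ± 177 in the Model group and 2860.3 ± 195 in the M+AnxA5 group. It was among the genes with the largest rise in the Model group (log2 fold change 10.33), and with AnxA5 its log2 fold change was -0.13 (standard error 0.15, adjusted p = 0.742 from limma). Cxcl12, a chemokine of stromal cells (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367), fell from 2.45 ± 0.260 FPKM in the Control group to 0.735 ± 0.212 in the Model group (adjusted p = 8.86e-05 from limma) and was at 0.623 ± 0.265 in the M+AnxA5 group (log2 fold change -0.10, standard error 0.13, adjusted p = 0.765 from limma). All 4 log2 fold changes with AnxA5 were below 0, and none of the 4 genes was a DEG in any of the alternatives tried. Without the 3 libraries numbered 2, an alternative chosen after seeing the data, the values of Tlr4 and Cxcl12 turned to 0.17 and 0.070. The paper also cites qRT-PCR (Figure 3G), though its supplementary primer table lists no primers for Cxcl12. It reports less TLR4 protein by Western blot (Figure 4J), which these FPKM do not measure.

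**Figure D3:**
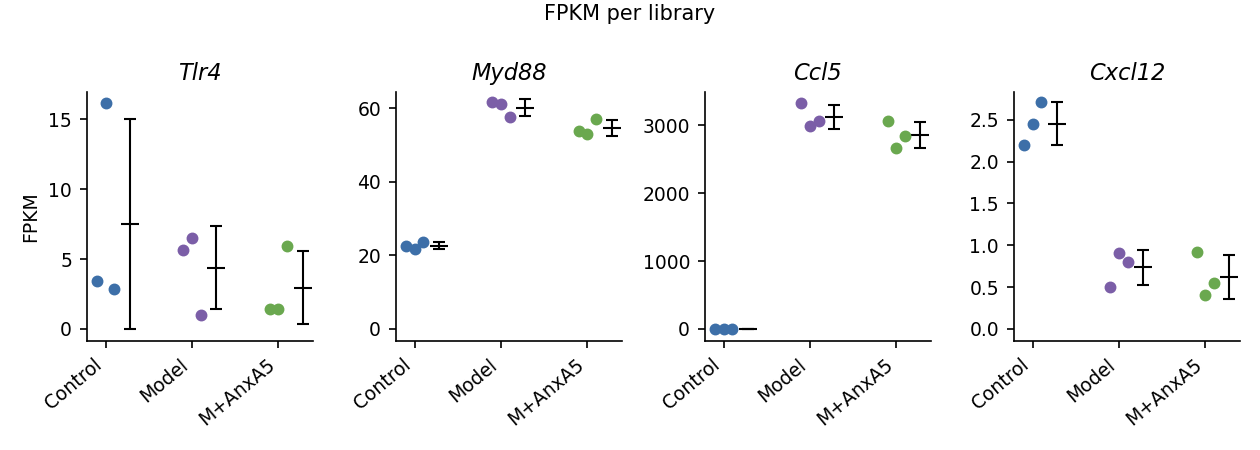
FPKM of Tlr4, Myd88, Ccl5 and Cxcl12 in each library (points), with the mean of 3 libraries per group (horizontal lines) and the SD (error bars). Myd88 and Ccl5 are higher in the Model and M+AnxA5 groups than in the Control group, Cxcl12 is lower, and the Tlr4 points overlap between all groups.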

AnxA5 treatment resulted in a significant downregulation of genes like *Tlr4*,* Myd88*,* Ccl5, and Cxcl12* compared to those in the model group (Figure 3F, G). The TLR4 signaling pathway is crucial for LPS-induced macrophage polarization, mediated by MyD88-dependent and MyD88-independent pathways involving MyD88 and TRIF, respectively. Activation of TLR4 triggers NF-κB activation and the release of pro-inflammatory cytokines. AnxA5 treatment effectively mitigated NF-κB activation through the MyD88-dependent pathway (Figure 3H-K). These findings suggest that AnxA5 inhibits M1 macrophage polarization by modulating the TLR pathway and downstream signaling, possibly through direct or indirect interactions with LPS or TLR4.

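All 25 tested markers of M1 macrophages rose in the Model group (25 when adjusted over the list alone, camera adjusted p = 2.13e-26, and 0.00621 with an estimated correlation). With AnxA5, 3 of the 25 fell, Il1b, Il12b and the scavenger receptor Marco, and Nos2 rose (4 down and 2 up when adjusted over the list alone). Nos2 (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254 of GRCm38) was at 1824 ± 131 FPKM (SD, n = 3) in the Model group and 2198 ± 24.6 (n = 3) in the M+AnxA5 group (log2 fold change 0.27, standard error 0.05, adjusted p = 0.0248 from limma), and Marco was at 686 ± 56.3 and 461 ± 82.9 (adjusted p = 0.0389 from limma). Cd86, a co-stimulatory ligand used as an M1 surface marker, was at 1.54 ± 0.307 FPKM in the Control group, 74.3 ± 3.68 in the Model group and 90.1 ± 1.32 in the M+AnxA5 group (log2 fold change 0.28 with AnxA5, adjusted p = 0.119 from limma). The cytokine genes Tnf and Il6 had log2 fold changes of 0.17 (standard error 0.09, adjusted p = 0.412 from limma) and -0.48 (standard error 0.14, adjusted p = 0.110 from limma).
As a set, the M1 markers were lower with AnxA5 (19 of 25 below 0, median -0.13 against -0.018 over all genes, camera adjusted p = 0.0298), with an adjusted p = 0.502 with an estimated correlation. Of 18 tested markers of M2 macrophages, the anti-inflammatory state, 6 rose and 9 fell in the Model group (6 and 9 when adjusted over the list alone). Their median of -0.49 and mean of -0.26 lie below 0, while camera, which compares them with all other genes, gave the direction up (adjusted p = 0.451, and 0.484 with an estimated correlation). Pparg, a lipid-sensing nuclear receptor, fell by 3.12 on the log2 scale, and Ccl22, a chemokine for regulatory T cells, rose by 4.89. With AnxA5 1 of the 18 rose, Pdcd1lg2, the checkpoint ligand PD-L2 (3.47 ± 0.343 to 4.66 ± 0.266 FPKM, adjusted p = 0.0423 from limma), and none fell (2 up and none down when adjusted over the list alone, camera adjusted p = 0.943, and 0.935 with an estimated correlation). Arg1, which breaks down arginine, had a log2 fold change of -0.14 with AnxA5 (adjusted p = 0.581 from limma), the mannose receptor gene Mrc1 one of 0.19 (adjusted p = 0.516 from limma) and the cytokine gene Tgfb1 one of 0.07 (adjusted p = 0.518 from limma).
Leaving out single libraries, and some settings, ended some of these calls. The camera adjusted p of the M1 list was 0.15 without Model replicate 2, 0.111 without M+AnxA5 replicate 2 and 0.0516 without M+AnxA5 replicate 3, 0.204 and 0.0601 with pseudocounts of 0.1 and 0.5, 0.0945 over genes with a mean of at least 5 FPKM, 0.0879 with TPM and 0.417 without the 3 libraries numbered 2, an alternative chosen after seeing the data. Neither fry (adjusted p = 0.0919) nor preranked GSEA (adjusted p = 0.0701 by permutation) called this list with AnxA5. The limma adjusted p of Nos2 was 0.0773, 0.0908, 0.0624, 0.0906 and 0.0869 without Model replicates 1 and 2 and M+AnxA5 replicates 1 to 3, and 0.0664 with no filter, 0.0576 with TPM, 0.274 under quantile normalization and 0.0765 with 6 libraries in the fit. That of Marco was 0.0552 to 0.141 without any library other than M+AnxA5 replicate 1, with 0.125 with no filter, 0.0564 with TPM and 0.0877 with 6 libraries in the fit. That of Pdcd1lg2 was 0.064 to 0.156 without any library other than Control replicate 1 and Model replicate 3, 0.268 with a pseudocount of 0.1, 0.0689 with one of 0.5, 0.114 with no filter, 0.136 with TPM and 0.0777 with 6 libraries in the fit. With the replicate number as a block the calls of Nos2 (limma adjusted p = 0.0613), Marco (0.0825) and Pdcd1lg2 (0.0875) ended too. Cd86 and Il6 passed limma's adjusted p without Control replicate 1 (0.0369) and M+AnxA5 replicate 1 (0.034), with opposite signs. For M1 polarization itself the paper rests on other data (Figure 2). There it reports lower Il1b, Il6, Inos and Tnfa by qRT-PCR, fewer CD86-positive cells by flow cytometry and less ROS with AnxA5. From the TLR gene set, the TLR pathway genes and the protein blots of the NF-κB pathway (Figure 3D-K), the paper proposes that AnxA5 restrains M1 polarization through the TLR pathway and its downstream signals. It names a direct or indirect contact with LPS or TLR4 as a possible route.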

### AnxA5 inhibits macrophage activation by promoting TLR4 internalization and lysosomal degradation

To explore the potential direct or indirect relationship between AnxA5 and LPS or TLR4, we conducted AnxA5-FITC staining experiments to examine its localization in macrophages, both with or without inflammatory factors. The results showed that in the absence of inflammatory factors, AnxA5 had minimal cell binding and was mainly located on the cell surface (Figure 4A). However, in the presence of inflammatory factors, AnxA5 gradually internalized from the cell surface, with an internalization efficiency reaching 85.54 ± 11.6% over time (Figure 4B, H).

Based on these observations, we postulated that AnxA5 influences macrophage polarization by directly interacting with LPS or TLR4. Our experimental data demonstrated that AnxA5 reduced LPS-FITC binding to the cell surface (Supplementary Figure 2A, B). Furthermore, a direct interaction between AnxA5 and LPS was observed, suggesting that AnxA5 may attenuate the activity of LPS through this interaction (Supplementary Figure 2C), which is consistent with previous experimental findings 15. We further investigated the effect of AnxA5 on the sub-cellular localization and expression of TLR4. In the presence of inflammatory factors, cells treated with AnxA5-FITC displayed increased internalization of TLR4, and AnxA5-FITC co-localized with TLR4 (Figure 4C, I). These findings suggest that AnxA5 internalization promotes TLR4 internalization, reducing signal transduction via the MyD88-dependent pathway. It is essential to note that while LPS can activate downstream MyD88-dependent signaling from cell surface TLR4, leading to the production of pro-inflammatory cytokines (e.g., *Il1*, *Il6*, and *Tnfa*), it can also activate MyD88-independent and TRIF-dependent activation of IRFs, regulating IFN-inducible genes (e.g., *Cxcl10* and *Ifnb*) through TLR4 internalization.

Our study indicated that internalized AnxA5 was predominantly co-localized with cellular lysosomes, suggesting its potential involvement in facilitating TLR4 binding to the cell surface and subsequent entry into lysosomes (Figure 4D, E). Before LPS treatment, TLR4 was primarily localized to the cell membrane; however, upon LPS stimulation, TLR4 was internalized and exhibited a dynamic transport process. During the early stages of LPS treatment, TLR4 remained abundant in the retrograde Golgi network pathway (TGN46-positive) (Figure 4F). In AnxA5-treated macrophages, internally localized TLR4 co-localized with lysosomes positive for LAMP1, implying that AnxA5 may facilitate the lysosomal degradation of TLR4 (Figure 4G). Additionally, these cells' overall expression of TLR4 decreased (Figure 4J). However, the experimental results indicated the absence of a significant direct interaction between AnxA5 and TLR4 (Supplementary Figure 2D). Moreover, the inhibition of macrophage polarization was calcium-dependent, as the inhibitory effect of AnxA5 on polarization was abolished when the cells were cultured in a calcium-free medium (Supplementary Figure 2E).

### Treatment effect of AnxA5 on MIA-induced OA rats

We investigated the effects of AnxA5 treatment using a rat model of OA induced by intra-articular administration of MIA and performed behavioural and histological evaluations (Figure 5A). The results showed that neither MIA injection nor AnxA5 treatment affected the body weight of rats throughout the entire experiment (Figure 5B). The success of the rat OA model was verified using a pressure pain test on Day 7, which demonstrated a significant decrease in the pressure threshold of the left knee joint (Figure 5C). Throughout the experiment, the model group exhibited a gradual recovery of pressure pain in the left leg, yet the pain pressure threshold remained lower than that of the control group. Low-dose AnxA5 improved OA pain symptoms throughout the experiment, whereas high-dose AnxA5 showed pain relief effects in the left leg in the early stages (Day 7 to Day 28) (Figure 5D). Catwalk gait analysis (Figure 5E and Supplementary Figure 3) on Day 56 confirmed pain relief in the rat OA model after AnxA5 treatment, as evidenced by decreased pressure on the left leg as demonstrated by thermal imaging and gait patterns. Additional measurements showed significant decreases in paw area and stance duration, alongside significant increases in swing duration for the OA rats compared to those in the control rats, with significant improvements observed in both low- and high-dose AnxA5 groups (Figure 5F). These findings demonstrate that AnxA5 treatment effectively reduces pain symptoms induced by the intra-articular injection of MIA in the knee joint.

To study the therapeutic mechanisms of AnxA5, we performed histological analyses of the synovium and cartilage sections. AnxA5 treatment notably restored the overall morphology of these sections closer to that of the control group, as observed by HE and S&F staining (Figure 6A, B, and C). In the model group, the internal structure of the articular cartilage was altered and replaced with fibrous tissue. In the AnxA5 treatment group, the progression of cartilage degeneration was ameliorated, as shown by the OARSI scoring and toluidine blue staining (Figure 6D, J). Moreover, MMP13 immunohistochemistry revealed a significant decrease in MMP13 expression in the cartilage of the AnxA5 treatment group compared to the model group, indicating the protective effect of AnxA5 on the cartilage (Figure 6E).

Furthermore, AnxA5 treatment reduced the rate of fibrosis in the synovial tissue, as shown by HE staining (Figure 6F, G, and K), significantly decreased the infiltration of M1 macrophages (CD86^+^ cells; Figure 6H and L), and increased the proportion of M2 macrophages (CD206^+^ cells; Figure 6I and M), as shown by CD86 and CD206 staining, respectively. These results suggest that AnxA5 positively affects the cartilage matrix, synovial macrophages, and fibroblasts.

### AnxA5 exhibits protective effects against chondrocyte necrosis and apoptosis

The CCK-8 assay showed that AnxA5 had no significant effect on chondrocyte proliferation in either inflammatory or non-inflammatory environments (Figure 7A). However, AnxA5 did inhibit inflammation and matrix metalloproteinases in an inflammatory environment (Figure 7B), which is consistent with observations from animal experiments. Moreover, AnxA5 moderately reduced the levels of chondrocyte necrosis and apoptosis caused by inflammatory factors (Figure 7C-G). Under normal conditions, AnxA5-Cy5 barely entered the chondrocytes. However, in an inflammatory environment, some AnxA5-Cy5 was distributed on the cell surface, and some entered the cells (Figure 7H). These results suggest a protective role for AnxA5-Cy5 in chondrocyte necrosis and apoptosis, which is potentially linked to its interaction with membranes rich in phosphatidylserine (PS).

## Discussion

In this study, we demonstrated for the first time that AnxA5, a calcium-dependent phospholipid-binding protein, is a critical protein in CEFFE that effectively alleviates synovial inflammation and cartilage degradation in a rat model of OA. *In vitro* experiments revealed that AnxA5 may promote the internalization of TLR4 in the presence of calcium ions (Figure 4). This binding of AnxA5 to TLR4 leads to the lysosomal degradation of TLR4, reducing the overall TLR4 expression level in the cells 19-21. As a result, the sustained survival of M1 macrophages is diminished, leading to the suppression of downstream inflammatory mediator expression and ROS release 22-24. Furthermore, AnxA5 exhibits protective effects against chondrocyte necrosis and apoptosis, indicating its potential role in preserving cartilage survival 25.

Previous studies have reported that AnxA5 can bind to PS-rich membranes, leading to high concentrations of calcium ions on the membrane and subsequent changes in lipid dynamics and organization, eventually causing a membrane phase transition 26. However, the precise mechanism by which AnxA5 inhibits M1 macrophage polarization remains unclear 27. 

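In the same BMDM libraries, genes of both branches of TLR4 signaling rose with LPS and IFN-γ. Of 24 genes of the MyD88 branch, 14 rose and 7 fell in the Model group (14 and 7 when adjusted over the list alone, camera adjusted p = 5.51e-06, and adjusted p = 0.0536 with an estimated correlation), among them Irak3, a kinase-dead inhibitor of the pathway (5.29 ± 0.192 to 26.3 ± 2.75 FPKM, SD, n = 3), and the ubiquitin ligase Peli1 (log2 fold change 2.01). Of 14 genes of the TRIF branch, 9 rose and 3 fell (9 and 3 when adjusted over the list alone, camera adjusted p = 2.95e-05, and 0.0262 with an estimated correlation), among them Ticam2, the adaptor TRAM (1.78), and Tank, an adaptor of TBK1 (1.58). All 30 targets of NF-κB rose (30 when adjusted over the list alone, camera adjusted p = 9.02e-28, and 0.00621 with an estimated correlation), as did all 44 interferon-stimulated genes (44 when adjusted over the list alone, camera adjusted p = 1.00e-39, and 0.0201 with an estimated correlation).
With AnxA5, the 1 DEG of the MyD88 branch was Irak3, which fell to 18.8 ± 2.00 FPKM (n = 3; log2 fold change -0.47, standard error 0.09, adjusted p = 0.0304 from limma). The 24 genes had 15 log2 fold changes below 0, and the set tests gave different answers: camera did not pass (1 down when adjusted over the list alone, camera adjusted p = 0.0586, and 0.493 with an estimated correlation), fry did not (adjusted p = 0.0764), and preranked GSEA did (normalized enrichment score -1.778, adjusted p = 0.0188 by permutation). In the TRIF branch Traf3 rose and none fell (1 up when adjusted over the list alone, camera adjusted p = 0.735, and 0.846 with an estimated correlation). Ticam1, which encodes TRIF itself, was at 8.03 ± 0.829 FPKM in the Model group and 7.35 ± 0.171 in the M+AnxA5 group (log2 fold change -0.11, adjusted p = 0.559 from limma), and the kinase gene Tbk1 had a log2 fold change of 0.07 (adjusted p = 0.518 from limma). Of the 30 NF-κB targets, Il1b, Il12b and Nfkbiz fell and Nos2 rose (4 down and 1 up when adjusted over the list alone, 20 of 30 below 0, camera adjusted p = 0.153, and 0.729 with an estimated correlation). Nfkbiz, an IκB protein that works in the nucleus, fell from 21.0 ± 1.25 to 16.1 ± 0.553 FPKM (adjusted p = 0.0185 from limma), and Nfkb2, the p100 subunit, had a log2 fold change of -0.15 (adjusted p = 0.112 from limma). Of the 44 interferon-stimulated genes 32 had a log2 fold change below 0, and none passed limma at an adjusted p under 0.05 (none when adjusted over the list alone, camera adjusted p = 0.119, and 0.838 with an estimated correlation). These counts below 0 stand beside a median of -0.018 with AnxA5 over all genes tested, of which more were thus below 0 than above. The antiviral gene Mx1, which had reached 359.6 ± 27.5 FPKM in the Model group, was at 322 ± 14.9, and the transcript of IFN-β, Ifnb1, at 0.367 FPKM in the Model and 0.297 in the M+AnxA5 group, was too low to be tested. Transcript levels do not measure the activity of either branch.
The call of Irak3 ended without Control replicate 3, Model replicate 2, Model replicate 3, M+AnxA5 replicate 2 or M+AnxA5 replicate 3 (limma adjusted p 0.0563 to 0.106), with no filter on low values (0.0896) and with 6 libraries in the fit (0.075), and that of Nfkbiz without Model replicate 2, M+AnxA5 replicate 2 or M+AnxA5 replicate 3 (0.0751 to 0.0815). The MyD88 list passed without Control replicate 1 (camera adjusted p = 0.0484), Model replicate 3 (0.0181) or M+AnxA5 replicate 3 (0.0415) and with no filter (0.00232), and the interferon-stimulated genes passed without Model replicate 2 (0.0187), Model replicate 3 (0.0359) or M+AnxA5 replicate 2 (0.0248), with no filter (0.00686), with 6 libraries in the fit (0.0152) and without the 3 libraries numbered 2 (4.77e-04), an alternative chosen after seeing the data. The NF-κB targets passed with no filter (0.0489). With the replicate number as a block the call of Irak3 ended (limma adjusted p = 0.0875).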

*In vitro* experiments suggested that AnxA5 was an effective negative regulator of the MyD88- and TRIF-dependent TLR4 signaling pathways (Figure 3). TLR4 is mainly localized on the plasma membrane before LPS treatment and then internalized and exists in early endosomes positive for EEA1, the trans-Golgi network positive for TGN46, and late endosomes/lysosomes positive for LAMP1, showing dynamic transport 28-30. AnxA5, with its inherent structural curvature in the presence of calcium ions, may facilitate cellular membrane endocytosis 31, 32, 14, 33. By coupling to TLR4 receptors on the cell membrane, AnxA5 reduces the recycling of TLR4 to the trans-Golgi network and promotes its degradation in lysosomes. This evidence aligns with previous findings showing that AnxA5 can target HUVEC exposure to PS, thereby inducing TLR4 internalization and inhibiting inflammation 19. However, since AnxA5 does not exhibit protein specificity for TLR4 but couples through membrane structures, we predicted that AnxA5 might also regulate other TLR or membrane receptor signaling pathways involving endosome-lysosome transport. However, the detailed mechanism underlying AnxA5-mediated membrane transport requires further investigation.

The structural characteristics of AnxA5 may be related to its protective effects 13, 32. AnxA5 may self-assemble into lattices and further stabilize the membrane into a gel phase, facilitating membrane repair and maintaining membrane integrity 13, 14. In a non-inflammatory environment, AnxA5 does not affect the survival or proliferation of the chondrocytes. In inflammatory conditions, AnxA5 has decreased cell death and apoptosis rates while safeguarding chondrocytes from metabolic imbalance (Figure 6E, Figure 7). It is hypothesized that, in the presence of inflammation, the integrity of the cell membrane is compromised, leading to increased cell death. AnxA5 may attach to PS on the cell membrane, forming a lattice network structure that hinders further damage 34, 35. This action helps preserve membrane integrity and protects chondrocytes 31, 36. Nevertheless, previous studies have suggested an association between the overexpression of AnxA5 and the promotion of apoptosis in chondrocytes, implying potential differences in the mechanisms between exogenous addition and AnxA5 37, 38.

CEFFE, as a mixture library, has shown effectiveness in various disease models, including orthopedic diseases such as OA and osteoporosis, dermatological diseases such as wound healing and photo-aging, and gynecological diseases such as premature ovarian failure 39-42, 8. Chronic inflammation is a common and significant pathological condition associated with these diseases. Identifying AnxA5 as an active protein in CEFFE that inhibits M1 macrophage polarization may help inform its potential therapeutic applications in these diseases (Figure 1, Figure 2). In the OA rat model, CEFFE and AnxA5 injections effectively relieved pain symptoms (Figure 6). AnxA5 injection demonstrated effects comparable to CEFFE in regulating macrophages, inhibiting M1 polarization, and promoting M2 polarization. However, AnxA5 injection showed inferior efficacy in cartilage regeneration indicators, such as type II collagen, compared with CEFFE injection. This suggests that the potential additional components in CEFFE contribute to its effects, which requires further experimental confirmation. Therefore, other biological factors associated with CEFFE should be investigated in future studies. For instance, if the anti-apoptotic and pro-chondrogenic growth factors in CEFFE could be identified, a precise combination of protein mixtures with anti-inflammatory, anti-apoptotic, and pro-chondrogenic activities could achieve better therapeutic outcomes in OA than using AnxA5 alone. The same approach could be used to develop new drugs for other diseases.

In conclusion, this study highlights the potential therapeutic role of AnxA5 in macrophage polarization and offers new insights into its mechanism of action. The protective effects of AnxA5 against chondrocyte necrosis and apoptosis add to its potential as a therapeutic agent for preserving cartilage health. These findings pave the way for further investigation into the development of AnxA5-based treatments for inflammatory and degenerative diseases. Additional studies are required to elucidate the precise molecular mechanisms and potential clinical applications of AnxA5.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
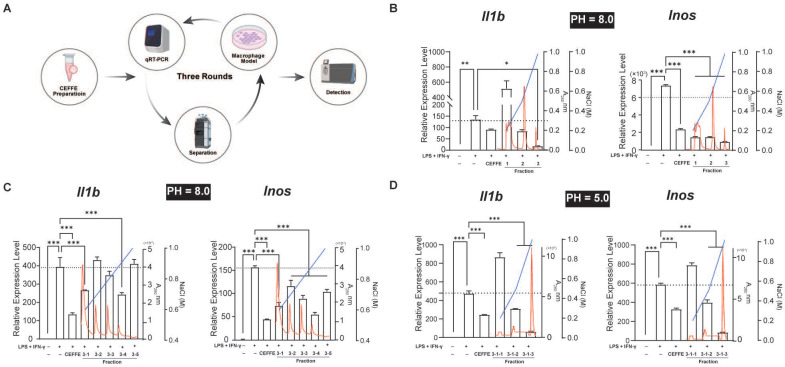
Profiling Macrophage Polarization Regulatory Proteins in CEFFE using an *in Vitro* Model. **A.** The schematic workflow for screening. **B**, **C**, and **D**. Three-stage ion exchange chromatography separation of CEFFE proteins and their impact on *in vitro* macrophage polarization and inflammatory mediator secretion (represented by black bars). Red line indicates absorbance at 280 nm, while blue line represents NaCl concentration, black dashed lines indicate the mRNA levels in the LPS+IFN-γ treated groups. Data presented as mean ± standard deviation (n = 3 per group). ^*^p < 0.033; ^**^p < 0.002; ^***^p < 0.001; ns, not significant.

**Figure 2:**
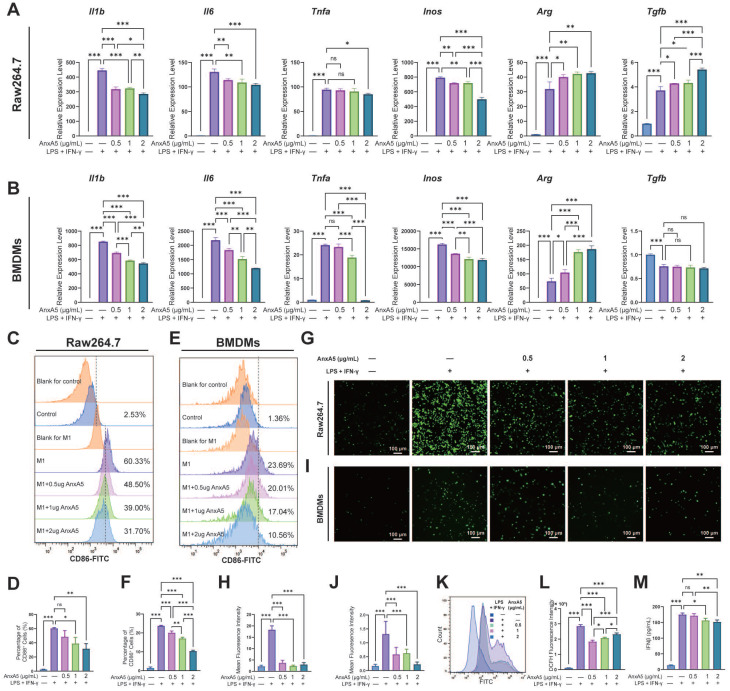
AnxA5 Suppresses M1 Macrophage Polarization. **A**, **B**. Raw264.7 cells and BMDMs were exposed to 1 μg/mL LPS and 30 ng/mL IFN-γ, then treated with different concentrations of AnxA5 (0.5, 1, 2 μg/mL) for 48 hours and 6 hours, respectively. The mRNA levels of *Il1b*, *Il6*, *Tnfa*, *Inos*, *Arg* and *Tgfb* were determined by qRT-PCR, showing a decrease in the expression of M1-associated inflammatory mediator genes in both cell types. **C**, **D**. Analysis of CD86 flow cytometry data revealed a decrease in the percentage of M1-like cells in the Raw264.7 cell model following AnxA5 treatment. The numbers on the graph represented the mean from three experiments. **E**,** F**. Analysis of CD86 flow cytometry data revealed a decrease in the percentage of M1-like cells in the BMDMs cell model following AnxA5 treatment. The numbers on the graph represented the mean from three experiments. **G**, **H**. Representative images of Raw264.7 cells stained with DCFH-DA, and the mean fluorescence intensity was quantified. **I**, **J**. Representative images of BMDMs stained with DCFH-DA were analyzed for mean fluorescence intensity. **K**,** L**. Flow cytometry results and quantification of mean fluorescence intensity in Raw264.7 cells. **M**. IFN-β levels in the supernatant of BMDMs cell culture were measured using ELISA. Scale bars were noted on the right bottom corner of each image. Data presented as mean ± standard deviation (n=3 per group). ^*^p < 0.033; ^**^p < 0.002; ^***^p < 0.001; ns, not significant.

**Figure 3:**
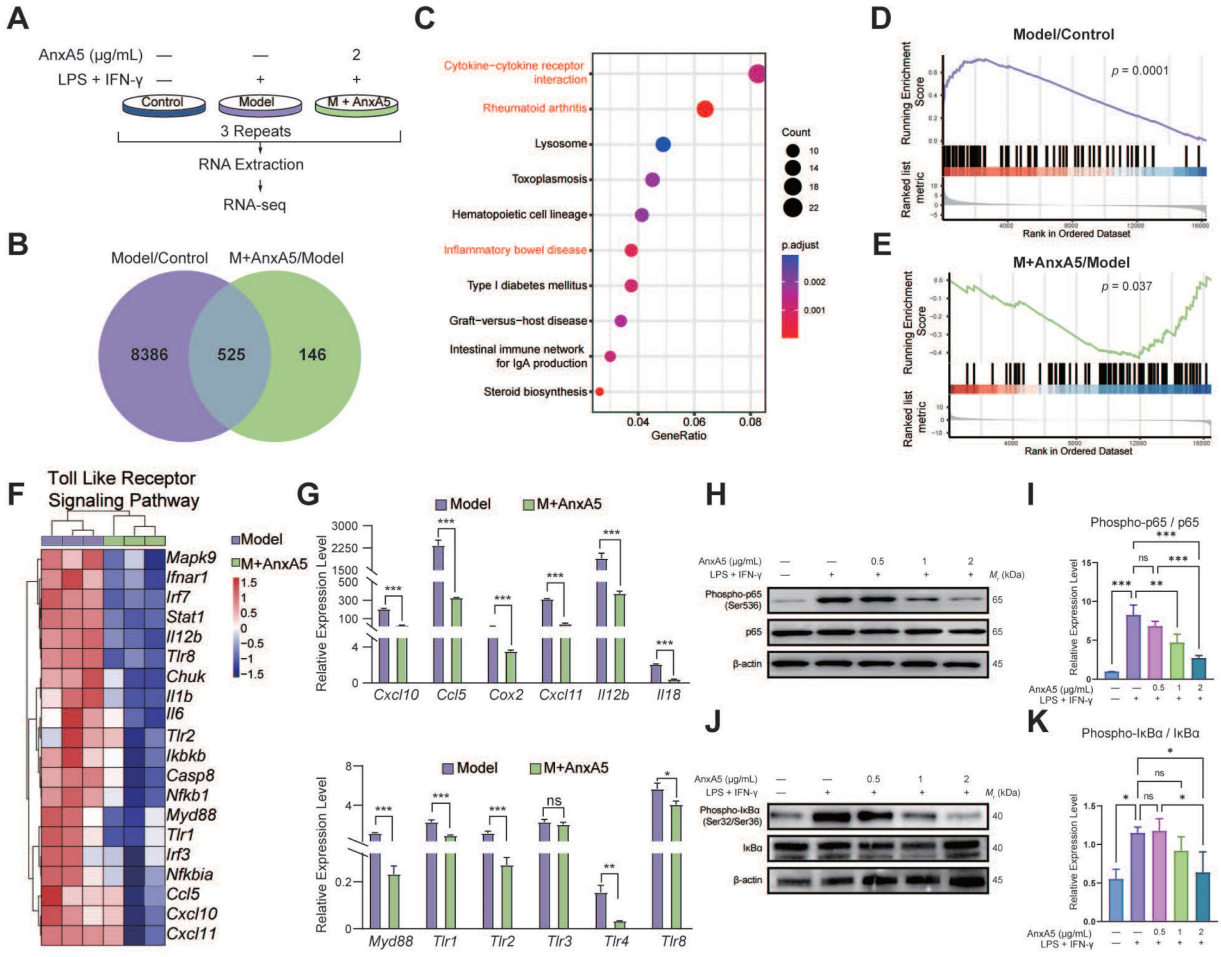
AnxA5 Inhibits TLR Signaling Pathway and Downstream NF-κB in Macrophage. **A**. Schematic representation of RNA-sequence analysis. **B**. Venn diagram. **C**. Analysis of 525 DEGs using the KEGG. **D, E**. GSEA analysis. **F**. DEGs involved in TLR pathway. **G**. Validation of DEGs using qRT-PCR. **H-K**. Western blot analysis showing levels of P-p65, p65, P-IκBα, IκBα, and β-actin after stimulation with LPS+IFN-γ with or without AnxA5 in BMDMs. Data presented as mean ± standard deviation (n=3 per group). ^*^p < 0.033; ^**^p < 0.002; ^***^p < 0.001; ns, not significant.

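The 20 genes drawn in Figure 3F include Mapk9, Ifnar1, Irf7, Il12b, Tlr8, Chuk, Il1b, Il6, Tlr2, Ikbkb, Casp8, Nfkb1, Myd88, Tlr1, Irf3, Nfkbia, Ccl5, Cxcl10 and Cxcl11. All 20 had a log2 fold change below 0 with AnxA5, from -0.83 to -0.12 with a median of -0.16. The study chose these genes on these same samples, so their count is not independent evidence of a direction. Irf7, which drives type I interferon genes, was at 207 ± 3.53 FPKM (SD, n = 3) in the Model group and 184 ± 1.55 (n = 3) in the M+AnxA5 group (log2 fold change -0.17, standard error 0.05, adjusted p = 0.142 from limma). Nfkb1 (log2 fold change -0.20), the kinase gene Mapk9 (-0.23) and the IκB kinase genes Chuk (-0.15) and Ikbkb (-0.16) did not pass either. DEGs numbered 3, Il1b, Il12b and Tlr8 (4 when adjusted over the list alone, which is not independent evidence either), 13 of the 20 had an unadjusted p under 0.05, and 16 lay below the fold threshold. In the Model group 14 of the 20 had risen and 3 had fallen.
Of the 12 genes measured by qRT-PCR in Figure 3G, 11 had a log2 fold change below 0 in the RNA-seq data, with a median of -0.19 and values from -0.43 to 0.11, and 2 were DEGs, Il12b and Tlr8 (3 when adjusted over the list alone, on genes that the study chose on these samples). Tlr1 and Tlr2, which pair in the recognition of bacterial lipoproteins, had log2 fold changes of -0.20 (adjusted p = 0.167 from limma) and -0.18 (adjusted p = 0.423 from limma), and Tlr3, the receptor for double-stranded RNA, one of -0.23 (adjusted p = 0.584 from limma). Il18, a cytokine gene, was at 13.5 ± 1.47 FPKM in the Model group and 11.1 ± 0.748 in the M+AnxA5 group (adjusted p = 0.130 from limma). Ptgs2, the inducible cyclooxygenase, was at 489.9 ± 21.0 and 529 ± 14.1 (log2 fold change 0.11, adjusted p = 0.698 from limma).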

**Figure 4:**
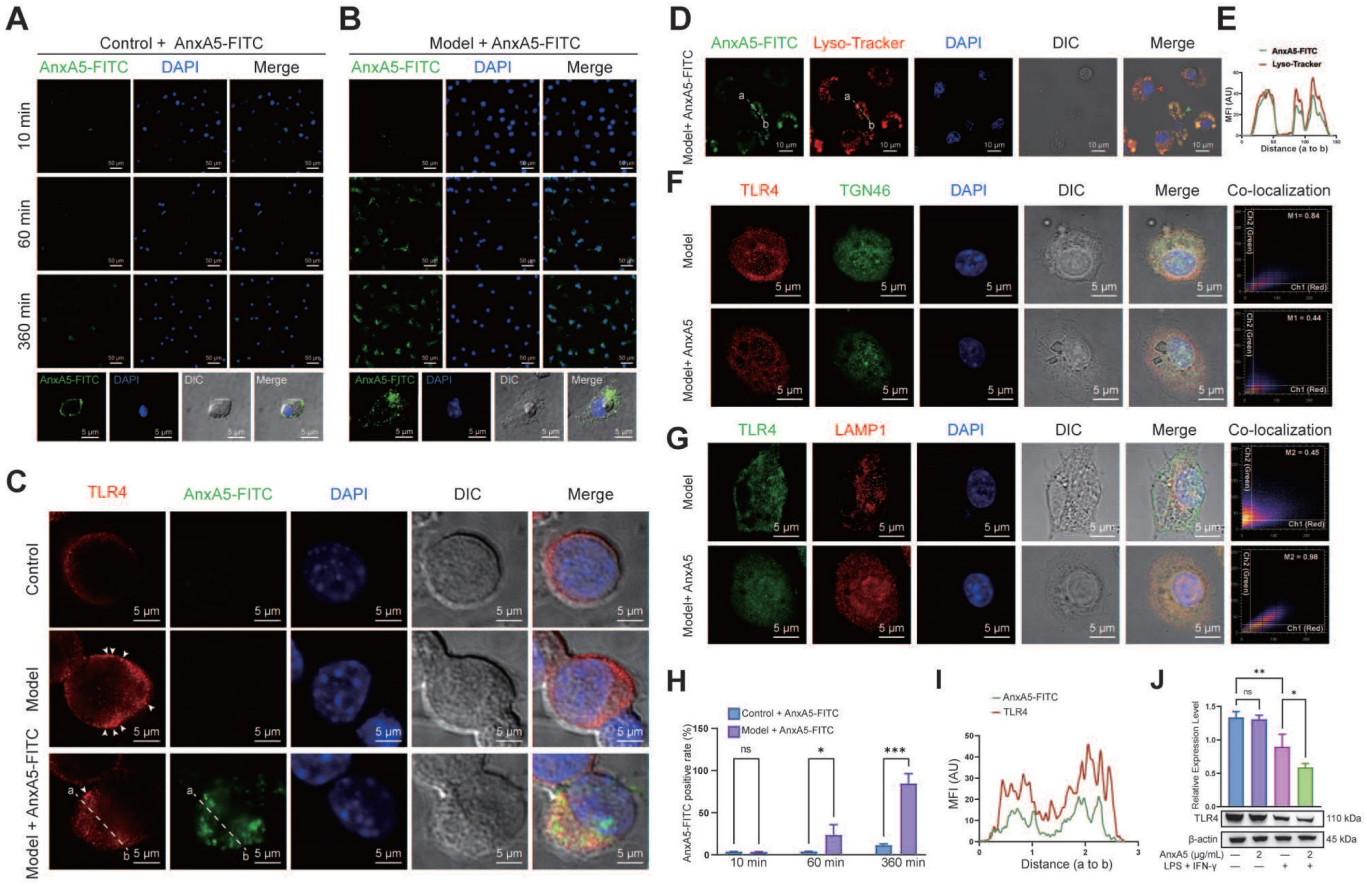
AnxA5 Facilitates TLR4 Internalization and Lysosomal Degradation. **A**, **B**, and **H**. Representative images of 2 μg/mL AnxA5-FITC staining at 10 minutes, 60 minutes, and 360 minutes in the presence and absence of inflammatory factors. Immunofluorescence images represent five different fields of views. **C** and **I**. Representative immunofluorescence images and co-localization analysis of TLR4 following a 6-hour treatment with 2 μg/mL AnxA5-FITC and inflammatory factors. Nuclei were stained with DAPI (blue) and white arrowheads indicated TLR4 location on the cell membrane. Line graphs represent mean fluorescence intensity (MFI), depicting distance from 'a' to 'b'. Immunofluorescence images represent five different fields of views. **D**. Representative field fluorescence images of Lyso-tracker staining after a 6-hour treatment with 2 μg/mL AnxA5-FITC and inflammatory factors. Nuclei were stained with DAPI (blue). Red arrows indicated cells with no internalized AnxA5, green arrows indicated AnxA5 bound to cell membrane, and yellow arrows indicated internalized AnxA5. **E**. Co-localization analysis of AnxA5-FITC and Lyso-tracker. Line graph represented MFI, depicting distance from 'a' to 'b'. **F, G.** Representative images of TGN46 and LAMP1 immunofluorescence staining after 6-hour treatment with 2 μg/mL AnxA5 and inflammatory factors. Immunofluorescence images represent five different fields of views. **J.** Western blot results of TLR4 in macrophage after AnxA5 treatment. Scale bars were noted on the right bottom corner of each picture. Data presented as mean ± standard deviation (n=3 per group). ^*^p < 0.033; ^**^p < 0.002; ^***^p < 0.001; ns, not significant.

**Figure 5:**
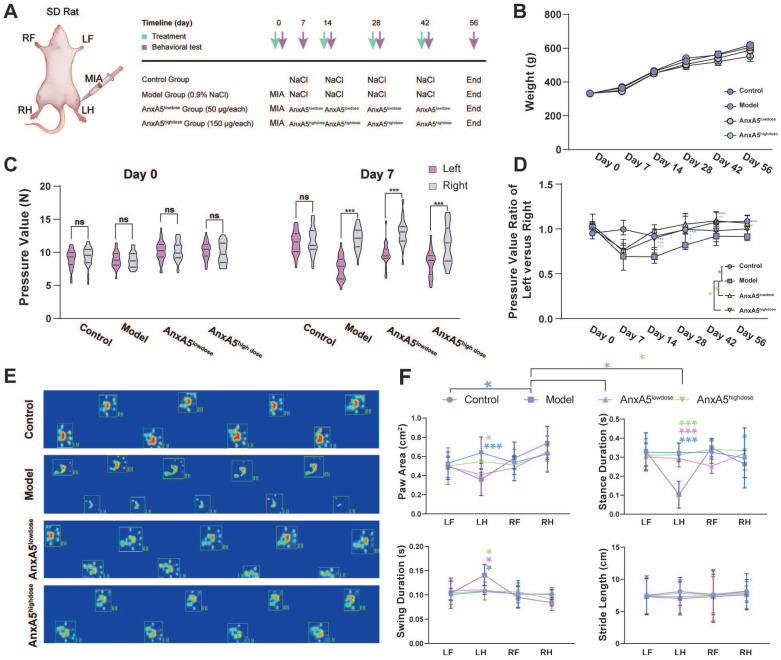
AnxA5 Therapy for MIA-Induced OA Rat Symptoms. **A.** Schematic of MIA intra-articular injection. Limb labels: Right Front (RF), Left Front (LF), Right Hind (RH), Left Hind (LH). **B.** No significant body weight changes observed among groups at different time points. **C.** Claw retraction pressure changes post-MIA injection. **D.** Quantitative analysis of pressure value ratio between left and right limbs over time across groups. **E.** Representative gait images of rat hind limbs in different groups.** F.** Analysis of paw area, stance duration, swing duration and stride length for RF, RH, LF, and LH in different groups. Data presented as mean ± standard deviation (n=6 per group). ^*^p < 0.033; ^**^p < 0.002; ^***^p < 0.001; ns, not significant.

**Figure 6:**
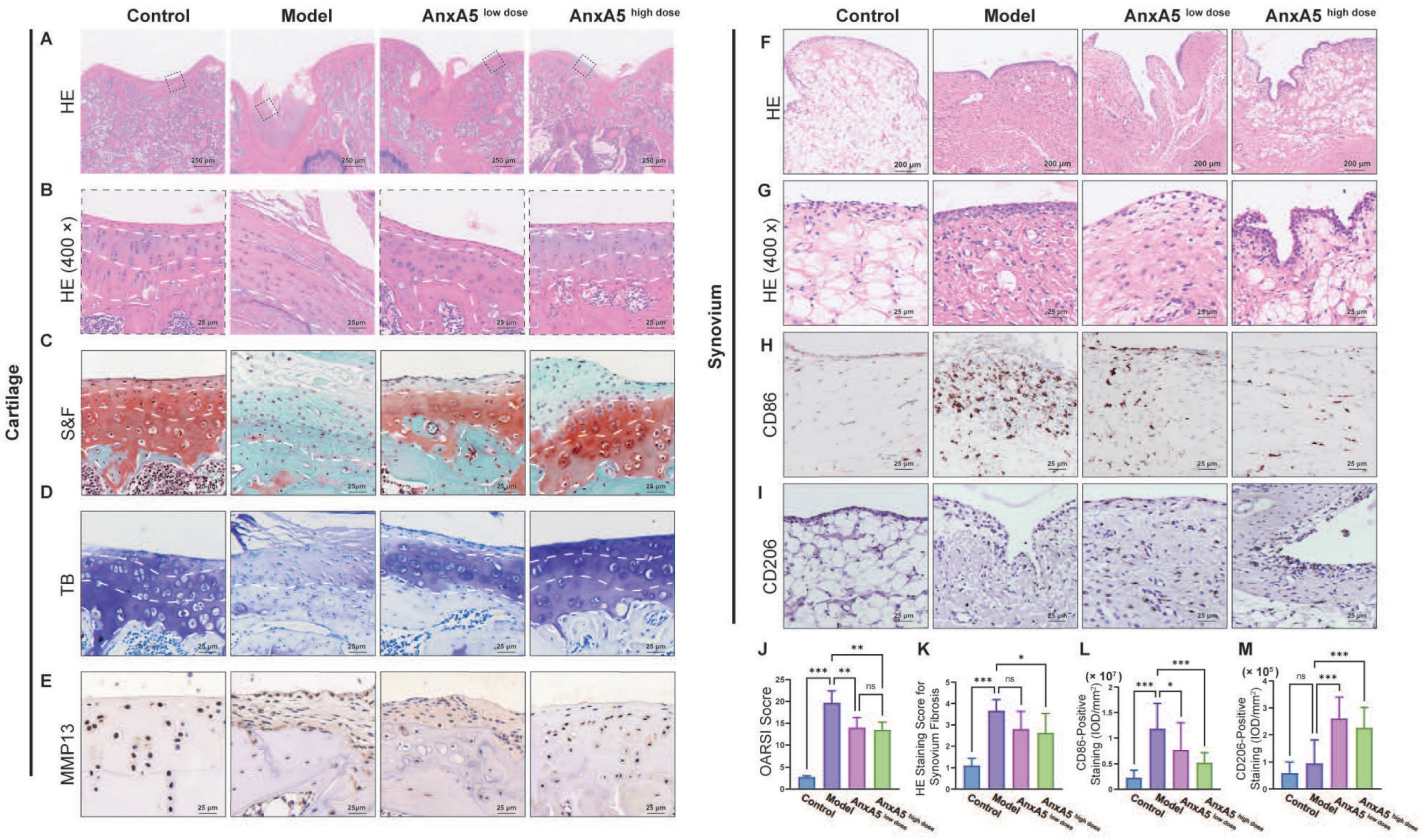
Evaluation of cartilage and synovium. **A, B** HE staining. **C, J** S&F staining and quantitative analysis based OARSI standard. **D** TB staining. **E** Anti-MMP13 staining. **F, G and K** HE staining for synovial tissue and quantitative analysis of synovium fibrosis. **H, L** Anti-CD86 staining and quantitative analysis of CD86^+^ ratio of synovium. **I, M** Anti-CD206 staining and quantitative analysis of CD206^+^ ratio of synovium. Scale bars were noted on the right bottom corner of each picture. Data presented as mean ± standard deviation (n=6 per group). ^*^p < 0.033;^ **^p < 0.002; ^***^p < 0.001; ns, not significant.

**Figure 7:**
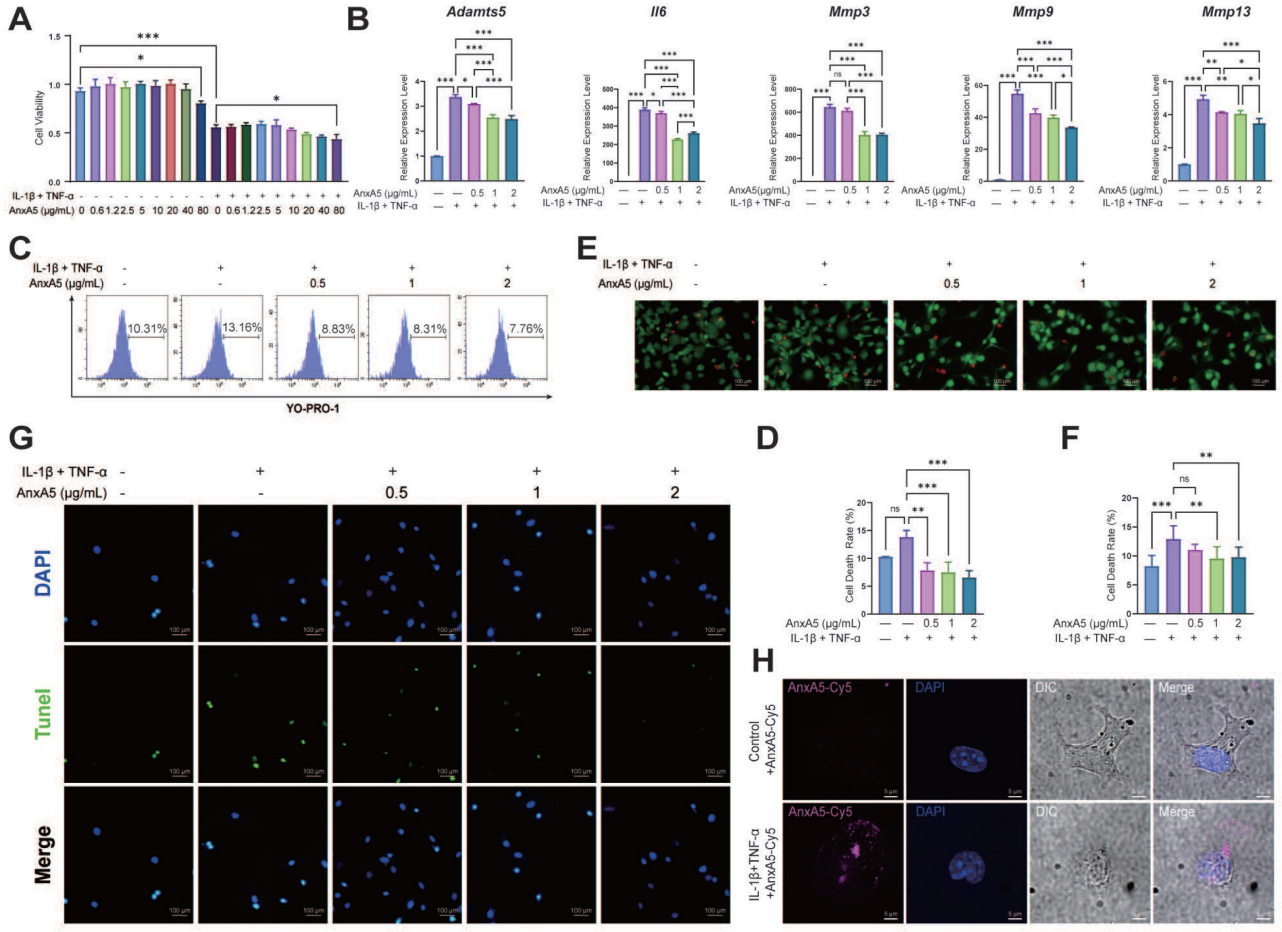
The protective Effects of AnxA5 in Chondrocytes. **A** AnxA5 at low-to-moderate doses did not exhibit cytotoxicity in mouse chondrocytes. **B** AnxA5 dose-dependently reduced mRNA levels of *Adamts5, IL6, Mmp3, Mmp9,* and* Mmp13* induced by inflammatory factors, as analyzed by qRT-PCR. **C, D** AnxA5 decreased necrosis and apoptosis rates in chondrocytes under inflammatory conditions as analyzed by YO-PRO staining. **E, F** AnxA5 reduced necrosis rates in chondrocytes under inflammatory conditions assayed by AM/PI staining. **G** AnxA5 reduced apoptosis rates in chondrocytes under inflammatory conditions assayed by TUNEL staining. **H** Representative images of 2 μg/mL AnxA5- Cy5 staining at 48 hours in the presence and absence of inflammatory factors. Scale bars were noted on the right bottom corner of each picture. Pictures of immunofluorescence are the representatives of five different visual fields**.** ^*^p < 0.033; ^**^p < 0.002;^ ***^p < 0.001; ns, not significant.

**Table 1:** List of Identified Proteins (MASCOT Score > 20)

Identified protein	Theoretical M (kDa)	Score	Peptide matched
Hornerin	282.390	68.022	3
Annexin A5	35.936	58.412	5
Desmoglein-1	113.750	26.999	2
Dermcidin	11.284	25.296	2
DNA polymerase	21.816	24.5	1

## Abbreviations

AnxA5: Annexin A5
α-MEM: α-Minimum Essential Medium
BMDMs: Bone marrow derived macrophages
CEFFE: Cell-free fat extract
Calcein-AM/PI: Calcein-acetoxymethyl/Propidium iodide
DAMPS: Damage-associated molecular patterns
DMEM: Dulbecco's Modified Eagle Medium
FBS: Fetal bovine serum
GAG: Glycosaminoglycan
HE: Hematoxylin-eosin
MIA: Monosodium iodoacetate
MFI: Mean fluorescence intensity
ANOVA: One-way analysis of variance
OA: Osteoarthritis
OARSI: Osteoarthritis Research Society International
PS: Phosphatidylserine
qRT-PCR: Quantitative real-time polymerase chain reaction
ROS: Reactive oxygen species
RNA-seq: RNA sequencing
S&F: Safranin O-fast green
SD rats: Sprague-Dawley rats
SD: Standard deviation
TLRs: Toll-like receptors
TUNEL: Transferase-mediated dUTP nick-end labeling
IFN: Type I interferon

# Supplementary material for: Annexin A5 Derived from Cell-free Fat Extract Attenuates Osteoarthritis via Macrophage Regulation
**Source:** Int J Biol Sci. 2024 May 19;20(8):2994–3007. doi: 10.7150/ijbs.92802
**Supplement:** Supplementary file 1 — Supplementary figures and table.

Supplementary Information

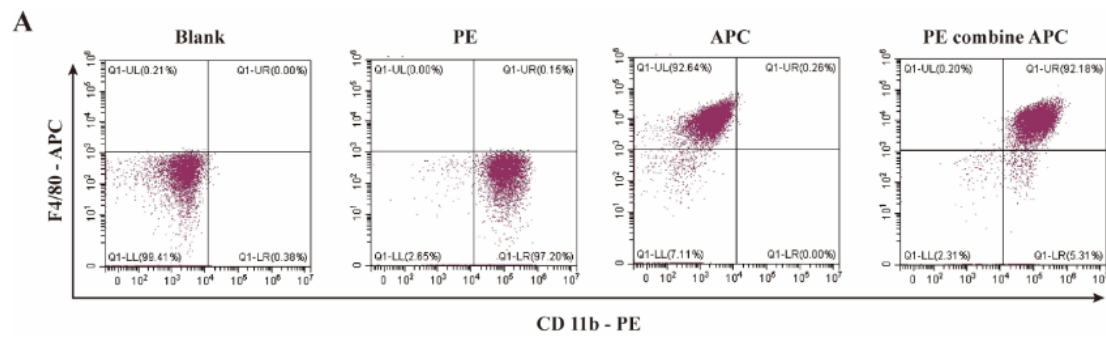

Supplementary Figure 1. Identification of BMDMs using flow cytometry.

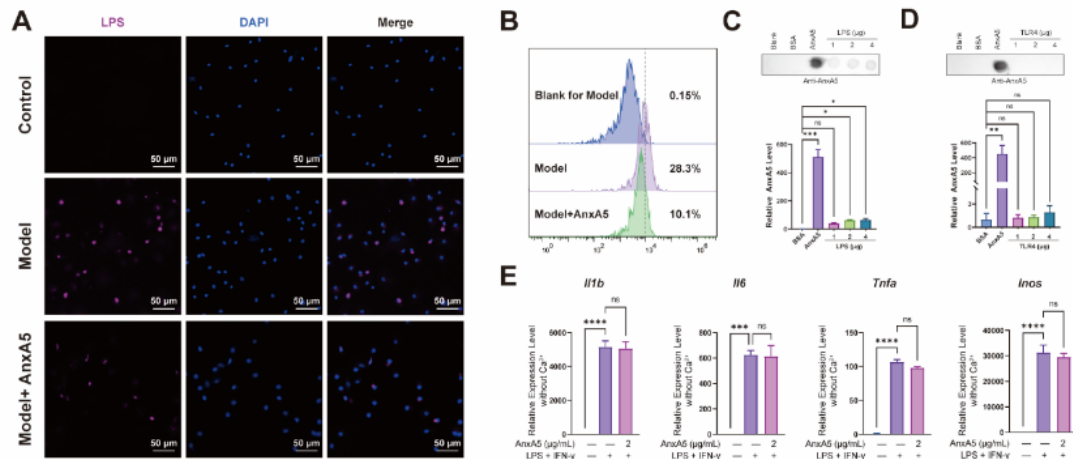

Supplementary Figure 2. AnxA5 Activity Requires Calcium Ions. **A, B** Representative fluorescence microscopy images and flow cytometry analysis of LPS-FITC staining in AnxA5-treated macrophages. **C** Dot-immunoblot between AnxA5 and LPS. **D** Dot-immunoblot between AnxA5 and TLR4. **E** The ability of AnxA5 to inhibit M1 macrophage polarization was lost in calcium ion-deficient culture medium. Scale bars were noted on the right bottom corner of each picture. Data presented as mean $\pm$ SD (n=3 per group). * p < 0.033; ** p < 0.002; *** p < 0.001; ns, not significant.

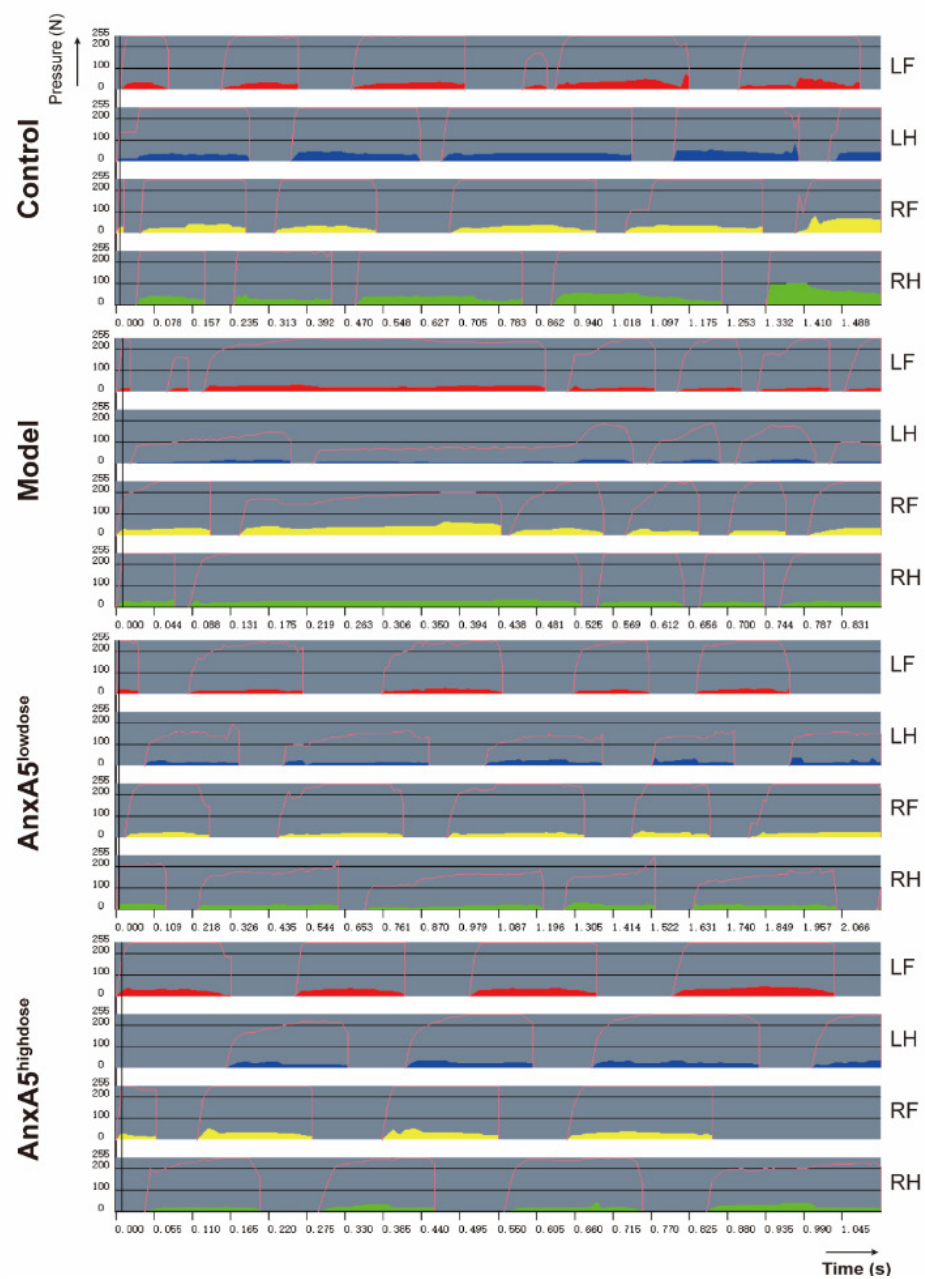

Supplementary Figure 3. Representative gait pressure analysis for RF, RH, LF, and LH in different groups.

Supplementary Table1. Gene primers used in the article.

Mouse <i>Il1b</i> -F	GAAATGCCACCTTTTGACAGTG
Mouse <i>Il1b</i> -R	TGGATGCTCTCATCAGGACAG
Mouse <i>Il6</i> -F	CTGCAAGAGACTTCCATCCAG
Mouse <i>Il6</i> -R	AGTGGTATAGACAGGTCTGTTGG
Mouse <i>Tnfa</i> -F	CAGGCGGTGCCTATGTCTC
Mouse <i>Tnfa</i> -R	CGATCACCCCGAAGTTCAGTAG
Mouse <i>Inos</i> -F	ACATCGACCCGTCCACAGTAT
Mouse <i>Inos</i> -R	CAGAGGGGTAGGCTTGTCTC
Mouse <i>Arg</i> -F	CTCCAAGCCAAAGTCCTTAGAG
Mouse <i>Arg</i> -R	GGAGCTGTCATTAGGGACATCA
Mouse <i>Il10</i> -F	GCCCTTTGCTATGGTGTC
Mouse <i>Il10</i> -R	TCTCCCTGGTTTCTCTTCC
Mouse <i>Tgfb</i> -F	CCAGATCCTGTCCAAACTAAGG
Mouse <i>Tgfb</i> -R	CTCTTTAGCATAGTAGTCCGCT
Mouse <i>Gapdh</i> -F	ATGGTGAAGGTCGGTGTGAA
Mouse <i>Gapdh</i> -R	TGAGTGGAGTCATACTGGAACA
Mouse <i>Cxcl10</i> -F	CAACTGCATCCATATCGATGAC
Mouse <i>Cxcl10</i> -R	GATTCCGGATTACAGACATCTCT
Mouse <i>Ccl5</i> -F	GTATTTCTACACCAGCAGCAAG
Mouse <i>Ccl5</i> -R	TCTTGAACCCACTTCTTCTCTG
Mouse <i>Cox2</i> -F	GCAAATTGCTGGCAGGGTTG
Mouse <i>Cox2</i> -R	CAGCATAAAGCGTTTGCAGGTAC
Mouse <i>Cxcl11</i> -F	AACAGGAAGGTCACAGCCATAGC
Mouse <i>Cxcl11</i> -R	CAACTTTGTGCGAGCCGTTACTC
Mouse <i>Il12b</i> -F	GGGAGCTGGAGAAAGACGTT
Mouse <i>Il12b</i> -R	GAGCCTATGACTCCATGTCTCTG
Mouse <i>Il18</i> -F	AGACAGTGAAGTAAGAGGACTGG
Mouse <i>Il18</i> -R	TTCAGGTGGATCCATTTCCTCA
Mouse <i>Myd88</i> -F	GCGAGCTAATTGAGAAAAGGTGTC
Mouse <i>Myd88</i> -R	AAGTCCTTCTTCATCGCCTTGT
Mouse <i>Tlr1</i> -F	GGCTGCTCTTATTTCTTACGTG
Mouse <i>Tlr1</i> -R	TGAAGGAATTCCACGTTGTTTC
Mouse <i>Tlr2</i> -F	CCGAAACCTCAGACAAAGCG
Mouse <i>Tlr2</i> -R	CCCAGAAGCATCACATGACAGA
Mouse <i>Tlr3</i> -F	TCTCTGGGCTGAAGTGGACAAATC
Mouse <i>Tlr3</i> -R	AGAAGGAACCGTTGCCGACATC
Mouse <i>Tlr4</i> -F	TTGAATCCCTGCATAGAGGTAGTT
Mouse <i>Tlr4</i> -R	TGGTTGAAGAAGGAATGTCATCAG
Mouse <i>Tlr8</i> -F	TGGCTCACCATTGTGTTTACTG
Mouse <i>Tlr8</i> -R	AAAGGAGAACGTTTTTGTCTCG
Mouse <i>Adams5</i> -F	AATGGGTTCCCAAATATGCAGGTGT
Mouse <i>Adams5</i> -R	GTCCCATCCGTAACCTTTGGAGA
Mouse <i>Mmp3</i> -F	ACATGGAGACTTTGTCCCTTTTG
Mouse <i>Mmp3</i> -R	TTGGCTGAGTGGTAGAGTCCC
Mouse <i>Mmp9</i> -F	CTGGACAGCCAGACACTAAAG
Mouse <i>Mmp9</i> -F	CTCGCGCAAGTCTTCAGAG
Mouse <i>Mmp13</i> -F	CTTCTTCTTGTTGAGCTGGACTC
Mouse <i>Mmp13</i> -F	CTGTGGAGGTCACTGTAGACT

How the deposited data were processed for this re-analysis (not part of the article)

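RNA-seq of mouse BMDMs in 3 groups of 3 libraries (Control, Model, M+AnxA5) was analysed. Samples were assigned to groups from the sample labels, and the treatments, doses and the time of 6 hours come from the paper's methods, its Figure 3A and the labels. The authors deposited 1 table with the FPKM of every gene in each library. The paper's methods state that FPKM were computed by the sequencing company, and the submitters' processing notes name, with no role or order, cutadapt 1.9, STAR, StringTie 2.1.6, DESeq2, edgeR and the mouse build mm10. These upstream steps were done by the authors and not repeated. Of the 55335 gene IDs in the table, 55154 were found in the GENCODE mouse release M21 annotation of GRCm38, from which coordinates were taken, and 3225 had no symbol. The summed FPKM per library lay between 291594 and 322529.

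The deposited FPKM are not counts, and whole fragments could not be recovered from them: between 25.1% and 28.9% of the low values in a library lay within 3% of a whole step. The depth per library was therefore estimated from the smallest steps. The 11657 genes with at least 1 FPKM in at least 3 of the 9 libraries were tested with limma 3.58.1 in R 4.3.3 (linear model with 3 groups and no replicate block, empirical Bayes with a mean-variance trend, all 9 libraries in 1 fit) on log2(FPKM + 1), with Benjamini-Hochberg adjustment over the genes tested. DEGs had a fold change over 1.2 on that scale and an adjusted p under 0.05, the paper's thresholds. Errors beside FPKM are SDs over 3 libraries.

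Before the data were examined, 44 lists of genes were written from general knowledge of pathways and cell types, of which 41 had at least 5 tested genes. They were tested with camera (preset correlation of 0.01, and again with an estimated correlation), fry and preranked GSEA (fgsea 1.28.0, ranked by the moderated t), adjusted over the lists. GSEA p-values given as by permutation are fgsea's estimates from adaptive sampling of random gene sets, with no lower bound set. Over-representation among the shared DEGs was tested with one-sided Fisher's exact tests against all genes tested. The symbols Il36a, Il36g, Marchf1 and Tgoln2 of these lists had no match in the table. Members that share a symbol with another entry (Itgam, Map2k7, Aldoa) are uncertain.

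The genes named were set by a rule written at the same time: every gene the paper names, for each comparison the 10 DEGs with the highest and the 10 with the lowest log2 fold change among those with a mean of at least 5 FPKM in one group and no overlap between the libraries of both groups, predicted genes left out, of each list described, up to 4 DEGs with the lowest adjusted p and otherwise the 2 members with the highest mean, and the 10 shared DEGs with opposite directions and the 10 with the same direction with the largest change with AnxA5. Not all of them are printed, and the results of some genes are not reported here. By chance, 10% of comparisons of 3 with 3 libraries show no overlap; 5047 of the DEGs between Control and Model and 217 of those between Model and M+AnxA5 met the conditions on level and overlap.

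The steps were tested on simulated data with 200 changed genes per round in 10 rounds over 11657 genes, for the comparison of M+AnxA5 with Model. The folds were set on the log2(FPKM + 1) scale, which understates changes in FPKM of genes with low values. limma recovered 48.6% of the genes changed 1.3-fold, 78.4% of those changed 1.5-fold, 89.6% of those changed 2-fold and 96.2% of those changed 4-fold, and 5.55% of its calls were unchanged genes. camera found a set of 77 genes shifted by -0.1 in 10 of 10 rounds and called an unchanged set in none. The simulated genes varied independently of each other. These rounds therefore do not show how camera with its preset correlation behaves for lists whose genes vary together.

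Alternatives were 2 other pseudocounts, no filter and a stricter filter on low values, 3 other scalings (TPM, upper quartile, quantile), empirical Bayes without trend or robust, 6 libraries in the fit, a replicate block, other fold thresholds, other set tests, and leaving out each of the 9 libraries in turn, in which case a group of 2 libraries shares the spread of all groups. After the data were seen, leaving out the 3 libraries numbered 2 and a TPM scaling without Gm23935 and AY036118 were added. Comparisons that share the Model libraries were simulated 100 times with no true change in any group.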

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

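The test of the scaling by the ratio of lower to higher genes, the test of osteoclast markers outside the lysosome list and all values without the 3 libraries numbered 2 were chosen after the results were seen.

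More genes were lower than higher in the Model group than in the Control group, and the genes higher in the Model group took 13.9% of the summed FPKM in the Control libraries and 44.3% in the Model libraries. FPKM are shares, so this gain goes with a shift of the other genes of -0.629 on the log2 scale by arithmetic, beside a median log2 fold change of -0.446 over all genes, whether strongly induced genes took fragments or the other transcripts fell, and these cannot be told apart. Under quantile normalization 1.43 genes were lower for each gene that was higher, between the bounds set for and against a pure effect of scaling, so scaling cannot be told apart from a real fall either, as no spike-in gives the amount of RNA per cell. A real fall of many transcripts after LPS and IFN-γ stays open and was not tested.

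Genes of cholesterol synthesis, which the text of the paper does not discuss although its Figure 3C draws steroid biosynthesis, were higher with AnxA5 than in the Model group, with a median log2 fold change of 0.314, above all 10000 random lists of the same size and expression (their 95th percentile is 0.0246), while the camera call ended at an adjusted p = 0.101 with an estimated correlation, which random lists do not take into account. The tables argue against 2 technical explanations, each time with a list median above all random lists. This median was 0.294 without the 3 libraries numbered 2, which hold more ribosomal fragments. It was 0.34 after the trend over gene length, GC content and expression was removed. Under quantile normalization it was 0.299, also above all random lists. That is a weak test of the scaling, since the median over all genes was -0.018 both as deposited and under quantile normalization. That AnxA5 raises these genes, which fell in the Model group, is a hypothesis found and tested on the same data. How the cultures were arranged is not given in the sources used here, so an effect of culture could not be tested.

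Lysosome genes, also drawn in Figure 3C and not discussed in the paper's text on the RNA-seq data, were higher with AnxA5, with a median log2 fold change of 0.0948, above all 10000 random lists (95th percentile 0.0191), while the camera call ended at an adjusted p = 0.191 with an estimated correlation. The median was 0.109 without the 3 libraries numbered 2 and 0.12 after the trend over gene length, GC content and expression was removed, which argues against these explanations as the whole cause. Under quantile normalization it was 0.0873, a weak test of the scaling, since the median over all genes stayed at -0.018. More osteoclast-like cells, which BMDM cultures might hold, cannot be told apart from a change within macrophages: 7 osteoclast markers outside the lysosome list, written before the data were examined, had a median of 0.0401, above 83.6% of random lists, with Clcn7, a chloride transporter of lysosomes (79.6 ± 2.67 to 104 ± 3.72 FPKM, SD, n = 3), as the 1 DEG among them and Tnfrsf11a (-0.29), Mmp9 (-0.13) and Dcstamp (-0.12), all osteoclast genes, below 0 without passing limma's adjusted p. A transcription factor of lysosome genes as the source is taken up with the hypotheses at the end.

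Genes of MHC class II antigen presentation, which the paper does not report on, were higher with AnxA5 in 12 of 12 tested members, with a median log2 fold change of 0.262 (1 higher and none lower by limma, 5 and none when adjusted over the list alone, camera adjusted p = 3.36e-08, and adjusted p = 0.14 with an estimated correlation).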

How the results depend on the processing

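The tests without the 3 libraries numbered 2 and with TPM without the genes Gm23935 and AY036118 were chosen after the results were seen; the others were planned, and all were run. The 8949 DEGs between Control and Model kept within 1.5 times in all alternatives except a mean of at least 5 FPKM (4410.0) and a fold over 2 (2944), with 8790.0 to 8959 when 1 library was left out, and the 9031 between Control and M+AnxA5 likewise (4481, 2898, and 8862 to 9054). The 322 DEGs between Model and M+AnxA5 became 167 with no filter, 8 at a fold over 2, 11 without the 3 libraries numbered 2 and 121 to 347 without 1 library (140.0 without Model replicate 2, 187 without Model replicate 3, 160.0 without M+AnxA5 replicate 2, 121 without M+AnxA5 replicate 3), and the 285 shared DEGs 144, 5, 11 and 105 to 307 (121, 162, 142 and 105 without the same libraries). Fewer libraries leave fewer degrees of freedom, and no filter adds genes to the adjustment; beyond that the cause was not tested. With the replicate number as a block these counts were 185 and 160.0. Nothing in the sources says whether equal numbers pair the libraries. Deviations from the group means correlated between 0.016 and 0.206 for equal numbers and between -0.232 and 0.099 for others, and 8 of 9 libraries correlated best with one of their own number, a hint of pairing from the data and not the design. The block kept both calls of the TLR set test and ended those of Il1b, Nos2, Marco, Traf3, Irak3, Il23r, Il12rb1, Il12rb2, Pdcd1lg2, Naip2 and Atp6v0d2, among others, with AnxA5. The TLR set test with AnxA5 (adjusted p = 0.0223) gave 0.0544 with a pseudocount of 0.1, 0.116 with a mean of at least 5 FPKM, 0.145 with an estimated correlation and 0.00872 to 0.109 without 1 library (0.109 without Model replicate 1, 0.0608 without M+AnxA5 replicate 1), while in Model against Control it passed throughout (3.18e-09 to 9.54e-09 without 1 library, 0.00473 with an estimated correlation). Of 54 named genes called with AnxA5, 4 (Ciita, Hgsnat, Lrp12 and Pmp22) were called in all alternatives, 27 were lost when some library was left out, 50 without the 3 libraries numbered 2 and 21 under another planned setting. Cd86 was gained without Control replicate 1 (0.0369) and with 6 libraries in the fit, and Il6 without M+AnxA5 replicate 1 (0.034). All 54 named genes called in Model against Control were called in all. Signs turned as follows. Without the 3 libraries numbered 2, the log2 fold change with AnxA5 was 0.172 for Tlr4, 0.0697 for Cxcl12, -0.0983 for Il10, -0.0199 for Mrc1, 0.0649 for Rela and -0.146 for Ifit2. It was -0.0821 and -0.0238 for Il10 without Model replicate 2 and M+AnxA5 replicate 1 (highest 0.114 without M+AnxA5 replicate 3), 0.0309 and 0.00361 for Rela without Model replicate 2 and M+AnxA5 replicate 2 (lowest -0.0827 without Model replicate 1), -0.0601 and -0.0617 for Ifit2 without the same libraries and -0.0119 under quantile normalization (highest 0.12 without M+AnxA5 replicate 1), and -0.0947 for Ctss under quantile normalization. For Gapdh it was -0.00629 with TPM, -0.00279 with the upper quartile, -0.00218 with TPM without both genes, and -0.0457, -0.0189 and -0.031 without Model replicate 1, M+AnxA5 replicate 1 and M+AnxA5 replicate 3 (highest 0.0556 without M+AnxA5 replicate 2). For Tlr4 in Model against Control it was 0.171 without Control replicate 2 and 0.0891 without Model replicate 3 (lowest -0.906 without Control replicate 3). The 10 splits of 6 libraries are too few for a share under 0.05: the real split was reached by 1 split in each count of DEGs (8949 against at most 1 in another split, 322 against 3, 9031 against 0, 285 shared against 3) and in the TLR test of Model against Control (unadjusted p = 1.61e-09 against 8.55e-08), and by 2 in the TLR test with AnxA5 (0.00598 against 0.00507). With 3 libraries per group, the steps missed about as many simulated genes changed 1.3-fold on the log2(FPKM + 1) scale as they found (48.6% recovered). That scale understates changes in FPKM of genes with low values, so this recovery does not hold for such genes.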

Differences from the paper's values

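The test without the 3 libraries numbered 2 was chosen after the result was seen. The paper reports 671 DEGs between the Model and M+AnxA5 groups at the same nominal thresholds as here, where 322 were found. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. Its text names neither the test nor any filter behind this count. Here the fold was taken on log2(FPKM + 1) with limma after a filter on low values, so the 2 counts may not be comparable. The paper reports 525 shared DEGs, against 285 here; with no fold threshold, 349 were shared, and 377 were DEGs with AnxA5, and no alternative set before the data were examined closed either gap. For GSEA of the TLR pathway in Model against Control, the paper's p is about 0.0001 in Fig. 3D, read by eye, against 3.1e-12 here, and all alternatives gave smaller values than the paper's (2.5e-12 to 2.21e-08). Here fgsea was run with no lower bound on p. The paper does not state how small a p its GSEA could give, so these values may not be comparable. For M+AnxA5 against Model the paper's p is about 0.037 in Fig. 3E, read by eye, against 0.00414 here. Of the alternatives set before the data were examined, the one without Model replicate 1 (0.0352) is close to the paper's value, and the others are not. The gene list tested here is not the KEGG set. Values close to the paper's were the 8949 DEGs between Control and Model (the paper's 8911) and the enrichment scores of 0.731 (the paper's about 0.71 in Fig. 3D, read by eye) and -0.412 (the paper's about -0.43 in Fig. 3E, read by eye).

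The paper states that genes like Tlr4, Myd88, Ccl5 and Cxcl12 were lower with AnxA5. For this it cites Figure 3F and the qRT-PCR of Figure 3G, and it also reports less TLR4 protein by Western blot (Figure 4J). Its supplementary primer table lists none for Cxcl12. Nor is Cxcl12 (-0.10 here) among the 20 genes of Figure 3F, whose highest log2 fold change here was -0.125. In these libraries the log2 fold changes of these genes were -0.43, -0.14, -0.13 and -0.10, and none passed limma's adjusted p (0.822, 0.187, 0.742 and 0.765) in any alternative. FPKM do not measure protein. In Fig. 3F, 20 genes of the TLR pathway are drawn as lower with AnxA5; all 20 were below 0 here, and 3 (Il1b, Il12b, Tlr8) were DEGs. In Fig. 3G, 11 genes are marked as lower and Tlr3 as not different by qRT-PCR; here 11 of the 12 were below 0, Tlr3 among them, and Ptgs2 was above 0 (0.11, adjusted p = 0.698 from limma). The paper's qRT-PCR and flow cytometry show Il1b, Il6, Inos (Nos2), Tnfa and CD86 lower with AnxA5 and Arg and Tgfb higher. In these libraries Il1b fell (-0.83, a call lost in 13 of 22 alternatives), Il6 was at -0.48 and was called without M+AnxA5 replicate 1, Nos2 rose (0.27, adjusted p = 0.0248 from limma, a call lost in 11 of 22 alternatives, 5 of them with 1 library left out), Tnf was at 0.17 and Cd86 at 0.28 without passing, Cd86 being called, as higher, without Control replicate 1 and with 6 libraries in the fit, Arg1 was at -0.14 and Tgfb1 at 0.07. Cxcl12 fell in the Model group (adjusted p = 8.86e-05 from limma), so a further fall with AnxA5 would lead away from the Control group. Its difference with AnxA5 did not pass, and its sign turned without the 3 libraries numbered 2 (0.0697). From in vitro experiments the paper proposes that AnxA5 is a negative regulator of both branches of TLR4 signaling. It shows blots of phosphorylated p65 and IκBα (Figure 3H-K) and reports less IFN-β in the supernatant (Figure 2M). In these libraries Irak3, an inhibitor of the MyD88 branch that had risen in the Model group, fell with AnxA5. That call ended in 5 of the 9 fits without 1 library (limma adjusted p 0.0563 to 0.106). The fall of Irak3 alone cannot tell weaker signaling from less inhibition. Of the NF-κB targets 3 fell (Il1b, Il12b and Nfkbiz) and 1 rose (Nos2). The MyD88 list passed preranked GSEA (normalized enrichment score -1.778, adjusted p = 0.0188 by permutation) but not camera (adjusted p = 0.0586). The TRIF list did not pass camera (adjusted p = 0.735), and neither list passed it with an estimated correlation. Transcript levels do not measure the activity of either branch.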

Other observations

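The list of MiT/TFE targets and its test were added after the data were seen. AnxA5 raised Ciita, the master regulator of MHC class II genes (ENSMUSG00000022504, chromosome 16 from 10480059 to 10528418 of GRCm38), from 6.96 ± 0.297 to 12.5 ± 0.193 FPKM (SD, n = 3; log2 fold change 0.76, standard error 0.07, adjusted p = 0.00204 from limma), with every M+AnxA5 library above every Model library. Cd74, the invariant chain, was at 502 ± 40.0 and 605 ± 47.1 FPKM (log2 fold change 0.27, adjusted p = 0.409 from limma). In the Model group 8 genes of this list had risen and 4 had fallen (8 and 4 when adjusted over the list alone, camera adjusted p = 0.00276, and adjusted p = 0.155 with an estimated correlation). Of 15 genes of efferocytosis and of receptors for phosphatidylserine, the lipid that annexin A5 binds, 2 rose with AnxA5 and none fell (2 when adjusted over the list alone, camera adjusted p = 0.247, and 0.487 with an estimated correlation, fry adjusted p = 0.00802). They were Cd300lf (13.7 ± 1.29 to 25.8 ± 1.83 FPKM, log2 fold change 0.87, adjusted p = 0.00273 from limma) and Cd300a (11.0 ± 0.899 to 14.6 ± 0.396 FPKM, adjusted p = 0.0109 from limma, and between 0.0502 and 0.0558 without M+AnxA5 replicate 2 or M+AnxA5 replicate 3), both receptors that bind phosphatidylserine. The transcript of Anxa5 itself was at 311 ± 11.9 FPKM in the Control group, 304 ± 3.87 in the Model group and 336 ± 6.81 in the M+AnxA5 group (log2 fold change with AnxA5 0.14, adjusted p = 0.101 from limma). Il7r, the receptor of IL-7, rose with AnxA5 from 36.3 ± 2.37 to 64.5 ± 5.59 FPKM (adjusted p = 0.00273 from limma), after 74.1 ± 6.45 in the Control group.

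Of 17 genes of the inflammasome and pyroptosis, 2 fell with AnxA5, Il1b and Naip2, a sensor of bacterial secretion systems (36.0 ± 2.07 to 29.4 ± 1.24 FPKM, adjusted p = 0.0344 from limma, 0.0519 to 0.122 in 6 of the 9 fits without 1 library, 0.0793 with no filter, 0.0508 with TPM, 0.051 without a trend in empirical Bayes and 0.0597 with 6 libraries in the fit, and below the fold threshold under quantile normalization), and none rose (3 down when adjusted over the list alone, camera adjusted p = 0.00563, and adjusted p = 0.191 with an estimated correlation). Of 39 genes of endocytosis and endosome transport, the route along which the paper follows TLR4, Ehd1, which recycles endosomes, fell (146 ± 5.83 to 118 ± 5.40 FPKM, adjusted p = 0.0198 from limma, 0.0603 to 0.0854 in 4 of the fits without 1 library and 0.0574 with no filter), and none rose (1 down when adjusted over the list alone, camera adjusted p = 0.0197, 0.087 without M+AnxA5 replicate 1, GSEA adjusted p = 0.0701 by permutation, and adjusted p = 0.388 with an estimated correlation). Lamp1 and Tgoln1, whose proteins the paper uses as markers of lysosomes and the Golgi network, had log2 fold changes of 0.12 and 0.10 with AnxA5 (adjusted p = 0.125 and 0.272 from limma). Of 12 heat shock genes none passed limma in either direction with AnxA5 (2 down when adjusted over the list alone), and 9 were below 0 (camera adjusted p = 0.00755, and adjusted p = 0.191 with an estimated correlation). Of 11 osteoclast markers 3 rose, Ctsk, Atp6v0d2 and Clcn7 (3 up and 1 down when adjusted over the list alone, camera adjusted p = 0.017, and adjusted p = 0.422 with an estimated correlation). The call of Atp6v0d2 was lost in 4 of the 9 fits without 1 library (limma adjusted p 0.0772 to 0.0892), with no filter (0.0766) and with 6 libraries in the fit (0.0597). Ctsk and Atp6v0d2 are also in the lysosome list. Between the M+AnxA5 and Control groups 9031 genes were DEGs, 1910.0 higher and 7121 lower.

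One hypothesis was tested. Transcription factors of the MiT/TFE family (Tfeb, Tfe3, Mitf) drive lysosome genes, so their activity is a candidate explanation of the higher lysosome genes with AnxA5. A list of their targets was written after the names of the DEGs had been seen, which kept DEGs off it, and genes of the lists fixed earlier were removed from it before any of its values was looked at, which left 16 genes. Their median log2 fold change was above 99.5% of random lists matched on expression, with 10 of 16 above 0, which is consistent with such activity. The median was 0.0796. That none of the 16 was a DEG (lowest limma adjusted p 0.234) follows from how the list was written and is no result. Random lists do not take into account that the targets may vary together. Mitf was at -0.15 (adjusted p = 0.236 from limma) and Sqstm1, an autophagy receptor, at -0.048 (adjusted p = 0.681 from limma), and neither protein nor the place of these factors in the cell was measured. With 16 genes seen on the same libraries this remains a hypothesis.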
